# Oocyte-somatic cells interactions, lessons from evolution

**DOI:** 10.1186/1471-2164-13-560

**Published:** 2012-10-19

**Authors:** Cathy Charlier, Jérôme Montfort, Olivier Chabrol, Daphné Brisard, Thaovi Nguyen, Aurélie Le Cam, Laurent Richard-Parpaillon, François Moreews, Pierre Pontarotti, Svetlana Uzbekova, Franck Chesnel, Julien Bobe

## Abstract

**Background:**

Despite the known importance of somatic cells for oocyte developmental competence acquisition, the overall mechanisms underlying the acquisition of full developmental competence are far from being understood, especially in non-mammalian species. The present work aimed at identifying key molecular signals from somatic origin that would be shared by vertebrates.

**Results:**

Using a parallel transcriptomic analysis in 4 vertebrate species - a teleost fish, an amphibian, and two mammals - at similar key steps of developmental competence acquisition, we identified a large number of species-specific differentially expressed genes and a surprisingly high number of orthologous genes exhibiting similar expression profiles in the 3 tetrapods and in the 4 vertebrates. Among the evolutionary conserved players participating in developmental competence acquisition are genes involved in key processes such as cellular energy metabolism, cell-to-cell communications, and meiosis control. In addition, we report many novel molecular actors from somatic origin that have never been studied in the vertebrate ovary. Interestingly, a significant number of these new players actively participate in Drosophila oogenesis.

**Conclusions:**

Our study provides a comprehensive overview of evolutionary-conserved mechanisms from somatic origin participating in oocyte developmental competence acquisition in 4 vertebrates. Together our results indicate that despite major differences in ovarian follicular structure, some of the key players from somatic origin involved in oocyte developmental competence acquisition would be shared, not only by vertebrates, but also by metazoans. The conservation of these mechanisms during vertebrate evolution further emphasizes the important contribution of the somatic compartment to oocyte quality and paves the way for future investigations aiming at better understanding what makes a good egg.

## Background

The importance of the somatic compartment in oocyte developmental competence (i.e. the oocyte ability to be fertilized and subsequently develop into a normal embryo) acquisition has been stressed in many vertebrate species. In mammals, bidirectional communications between oocyte and surrounding somatic cells are required for meiotic maturation and acquisition of oocyte competence [1-4]. Follicular cells control oocyte development and maturation *via* specific molecular signals including different LH-receptor activated signaling pathways [5-7]. In prophase I-arrested oocytes, meiosis inhibitory signals from somatic cells pass through gap junctions between the oocyte and surrounding somatic cells [8]. Meiotic maturation is associated with inactivation of these gap junctions, and this process is evolutionary conserved between mammals and *C. elegans*[9]. In teleost fish, when meiosis resumption can be triggered directly by the maturing steroid hormone acting at the oocyte level, the resulting metaphase II oocytes sometimes exhibit poor developmental competence. In contrast, when meiosis resumption is induced by gonadotropin hormones acting upstream (i.e. at the somatic level of the ovarian follicle), a much higher developmental competence is often observed [10]. Several bodies of evidence further indicate in several fish species that, in addition to the well documented roles in meiotic maturation, somatic compartments of the ovarian follicle play an important role to allow full oocyte developmental competence acquisition [11-13]. A number of studies have subsequently demonstrated that many genes were actively expressed in somatic follicular layers during final oocyte maturation including genes coding for steroidogenic enzymes, paracrine factors, gonadotropin receptors, and cell-to-cell communication-related genes such as connexins (see [14-16] for review). Less is known about the contribution of follicular somatic cells to oocyte developmental competence in amphibians as the focus has mostly been made on intra-oocyte mechanisms underlying growth and meiotic maturation. The role of granulosa cells in the steroidogenic control of oogenesis is nevertheless well established and, similarly to fish, communications between oocyte and adjacent somatic cells are established through gap junctional complexes in a gonadotropin-dependent manner. This gap junction coupling has been shown to facilitate vitellogenin uptake by the oocyte [17]. Likewise, maternal *Xenopus* activin which is involved in mesoderm induction during early embryogenesis is initially produced by ovarian follicular cells and transferred along with vitellogenin to the growing oocytes [18,19]. Interestingly, the oocyte was shown to influence steroidogenesis in surrounding granulosa cells, thus indicating a dialog between follicular and somatic compartments of the ovarian follicle [20].

Despite the known importance of somatic cells for oocyte developmental competence acquisition, the overall mechanisms underlying full developmental competence acquisition are far from being understood. This is especially true in non-mammalian species. In addition, most existing studies have been devoted to a single species. To date, no comprehensive view of the contribution of molecular actors from somatic origin to oocyte developmental competence acquisition is available. The present works thus aimed at identifying key molecular signals, from somatic origin, that would be shared by evolutionary distant vertebrate species in order to offer an evolutionary perspective on oocyte developmental competence acquisition in vertebrates.

Using a parallel transcriptomic analysis of the somatic cells surrounding the oocyte in 4 vertebrate species - a teleost fish, an amphibian, and two mammals - at key steps of developmental competence acquisition, we identified a surprisingly high number of orthologous genes exhibiting similar expression profiles among the 3 tetrapods and among the 4 vertebrates including a significant subset of novel molecular actors from somatic origin, some of them being also shared by *Drosophila*.

## Results

### Identification of differentially expressed genes in the 4 studied species

A microarray analysis was performed using somatic follicular cells surrounding the oocyte in 4 vertebrate species (mouse, cow, *Xenopus*, and trout) at 3 similar key stages of oocyte developmental competence acquisition: developmentally incompetent or poorly competent prophase I oocytes (NC1 oocytes), developmentally competent prophase I oocytes (C1 oocytes), and developmentally competent metaphase II oocytes (C2 oocytes). 

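The values given here are those of the cow. Cumulus cells, the somatic cells that enclose the oocyte, were separated mechanically from cumulus-oocyte complexes, and the RNA of each sample was labelled with Cy3 and hybridised to 1 Agilent bovine array. NC1 complexes came from follicles of 3 to 6 mm of 6 prepubertal calves aged 3 to 6 months, and C1 complexes from 6 adult cows, both by aspiration after slaughter and with a compact cumulus. C2 complexes, with an expanded cumulus, came from follicles of more than 8 mm of 5 cycling Holstein cows, by ovum pick up 60 h after prostaglandin F2α, following progestagen implants and a total of 400 μg of an FSH/LH preparation per animal. The animals' age thus changed together with the stage between NC1 and C1, and follicle size, hormone treatment and the way of collection changed together with the stage between C1 and C2. The 17 arrays lay on 6 slides and were scanned on 2 days. Each slide held 1 NC1 and 1 C1 array, and 5 of the slides also held 1 C2 array. Each array had 42990 spots of 21475 probes besides its controls. The share of these spots well above background ranged from 64.7% to 75.3% (median 69.9%) on the NC1 arrays, from 72.2% to 81.2% (median 77.7%) on the C1 arrays and from 70.6% to 79.7% (median 72.7%) on the C2 arrays. The median signal per array lay between 64.6 and 209.64, with a median of 147.7, and duplicate spots of a probe differed little, with a median SD per array of 0.048 to 0.081 on the log2 scale.
The authors deposited the background-corrected intensity of each spot as Feature Extraction gives it, not yet scaled between arrays, and a table of normalized values. From the intensities of the spots, the log2 signals of a probe's spots were averaged, leaving out non-uniform and outlying spots, and the median of the array over its non-control probes was subtracted. Levels are given as this log2 scaled signal, where 0 is the array's median probe. The 13865 probes present on at least 80% of the arrays of each stage were tested with limma, with the 3 stages in 1 fit and Benjamini-Hochberg adjustment over all of these probes, at an adjusted p under 0.01. Every adjusted p of a single gene comes from this fit unless another set of probes is named. Where all 5 C2 arrays lay above or below all 6 arrays of another stage, the 2-sided exact permutation test of the group means gave p = 0.00433, the smallest that 5 arrays against 6 allow. The number of arrays limits the precision of every value.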

Corresponding data were deposited in Gene Expression Omnibus (GEO) database in a SuperSeries under the reference GSE36617.

In rainbow trout, 1341 probes were found to be differentially expressed between at least 2 of the studied stages ( Additional file 1). Theses probes were blasted on existing rainbow trout public contigs. A BlastX analysis (e-value < 10^-3^) was subsequently performed using identified rainbow trout contig sequences in order to identify corresponding zebrafish (*Danio rerio*) sequences. The corresponding unique 706 full-length zebrafish protein sequences were subsequently used for further OrthoMCL analysis to identify groups of orthologous genes among the differentially expressed genes of each species ( Additional file 2).

In *Xenopus laevis*, 4220 probes were found to be differentially expressed between at least 2 of the studied stages ( Additional file 1). Among those 4220 probes, 2802 unique *Xenopus laevis* RefSeq sequences could be identified and kept for further OrthoMCL analysis ( Additional file 2).

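On the cow arrays, 3969 of the valid probes differed among the 3 stages (moderated F of limma with Benjamini-Hochberg adjustment). In comparison to C1, 2117 probes were up-regulated and 1775 down-regulated at C2 stage. In comparison to NC1, 2154 were up-regulated and 1740 down-regulated. Which direction was the more frequent depended on the scaling. With 75th percentile scaling 2114 probes were up-regulated and 2514 down-regulated against C1, and 2083 and 2492 against NC1, and with quantile normalization the numbers were 2212 and 2464 against C1 and 2151 and 2454 against NC1. Under normexp background correction they were 1632 and 1643 against C1, and 2462 and 1199 against NC1. Between C1 and NC1, 8 probes passed the same threshold, 1 of them up-regulated and 7 down-regulated at C1, and 1366 had an unadjusted p under 0.05. For 2999 probes, 21.6% of those tested, the C2 arrays did not overlap with the C1 arrays, and for 2903 probes, 20.9%, they did not overlap with the NC1 arrays, where chance gives 0.433%. The C1 and NC1 arrays did not overlap for 291 probes, 2.10% of those tested, where chance gives 0.216%. The methods' one-factor test found 3641 probes, and 4083 with presence in at least 2 stages, a filter chosen after the values were seen. The alternative that moved the number most, a one-factor test with unequal spreads chosen after the values were seen, found 1779. The spread between replicates was larger at C2, with a median SD of 0.50, than at NC1 with 0.34 and at C1 with 0.33, all on the log2 scale. With each array left out in turn, between 3431 probes (without C2 replicate 3) and 4290 probes (without C2 replicate 2) differed among the stages. The number between C1 and NC1 rose to 19 without C2 replicate 2 and to 13 without NC1 replicate 3, and fell to 1 without NC1 replicate 1, 2, 5 or 6 or C1 replicate 6.

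**Figure D1:**
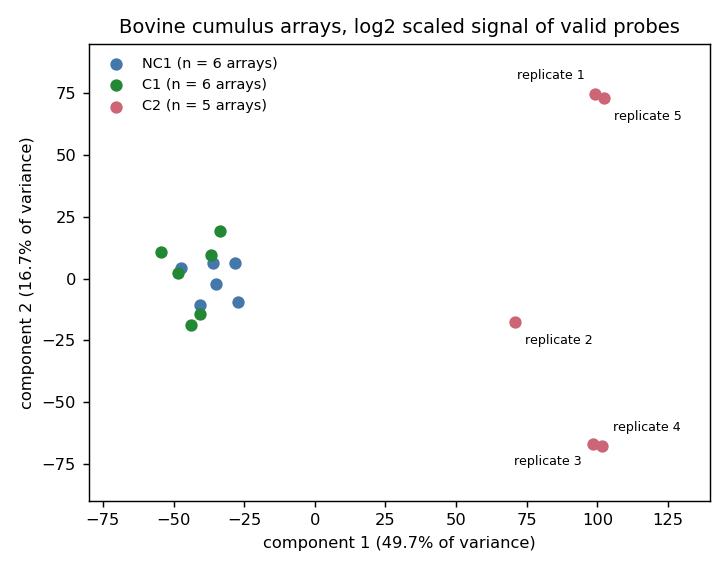
Principal components of the log2 scaled signal of the 13865 valid probes, with 1 point per array and colours for the stages. Component 1, with 49.7% of the variance, parts the 5 C2 arrays from the NC1 and C1 arrays, and along component 2, with 16.7%, C2 replicates 1 and 5 and C2 replicates 3 and 4 lie close together.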

In cow, 3867 probes were found to be differentially expressed between at least 2 of the studied stages ( Additional file 1). 

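The 3969 cow probes carried 2851 distinct RefSeq accessions. The design of the array gives a RefSeq accession for 16799 of its probes, with 16190 distinct accessions. A gene symbol from a reference list could be given to 13114 probes, 3504 through the accession and 9610 through the gene number. Among the probes found by the methods' one-factor test, 2615 distinct accessions were counted, and 2942 with presence in at least 2 stages.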

Among those 3867 probes, 2833 unique *Bos taurus* RefSeq sequences could be identified and kept for further OrthoMCL analysis ( Additional file 2).

In the mouse, 7087 probes were found to be differentially expressed between at least 2 of the studied stages ( Additional file 1). Among those 7087 probes, 5971 unique *Mus musculus* RefSeq sequences could be identified and kept for further OrthoMCL analysis ( Additional file 2).

### Orthologous genes exhibiting similar expression profiles in at least 2 species

#### ***Orthologous genes exhibiting similar expression profiles in the 2 studied non-mammalian species***

A total of 195 OrthoMCL groups (i.e. groups of orthologous genes [21]) were found in which at least 1 rainbow trout gene and 1 *Xenopus* gene exhibited a similar – up or down - differential expression between at least 2 among the 3 studied oocyte developmental stages ( Additional file 3). In rainbow trout, 224 genes belonged to an OrthoMCL group in which at least 1 *Xenopus* gene had a similar expression profile (Figure 1A). In *Xenopus*, 226 genes belonged to an OrthoMCL group in which at least 1 rainbow trout gene had a similar expression profile (Figure 1A). In both species, two main expression clusters could be identified that corresponded to up- and down-regulated genes at C2 stage, respectively. In rainbow trout, in which all growing follicles develop simultaneously and progressively during reproductive season, the expression profiles observed were more progressive than in *Xenopus* and were correlated to the progressive follicular differentiation stage within each studied group. In contrast, expression profiles in *Xenopus* exhibited a strict stage-dependent profile. In addition to the 2 main expression clusters characterized by a marked up- (cluster 1) or down-regulation (cluster 2) in C2 follicles, a smaller cluster characterized by an up-regulation in C1 follicles and a subsequent down-regulation in C2 follicles was found in both species (cluster 3, Figure 1A). As an example of the conserved expression profiles between trout and *Xenopus*, anti-proliferative B-cell translocation gene 1 (Btg1) exhibited a sharp 3.7-fold and 2.5-fold over expression at C2 stage in trout and *Xenopus*, respectively (Figure 1B). Similarly, Noelin-2 exhibited a 6.6- and 3.2-fold overexpression at C2 stage in trout and *Xenopus*, respectively. The expression profile of Sestrin1 was also characterized by a strong up-regulation at C2 stage, even though the up-regulation appeared more progressive throughout oocyte competence acquisition, especially in *Xenopus*. For some other genes, the differential expression observed at C2 stage was more pronounced in one of the two species as illustrated for Adam8/9 and Sec14. Among the genes exhibiting a stepwise down-regulation in the somatic cells surrounding the oocyte throughout the process of oocyte competence acquisition, a strong down-regulation was observed for the genes belonging to the Tcf21/Tcf23 group of orthologous genes (Figure 1B). 

**Figure 1:**
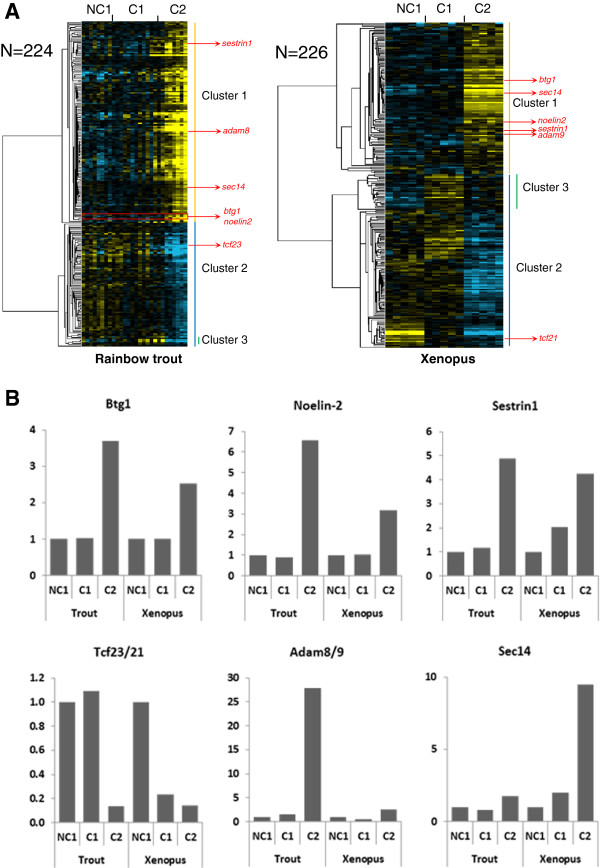
**Differentially expressed orthologous genes exhibiting a conserved expression profile in rainbow trout and *Xenopus.*** (**A**) Supervised clustering of expression profiles in the somatic layers of the ovarian follicle in rainbow trout and *Xenopus* during oocyte developmental competence acquisition: developmentally incompetent or poorly competent prophase I oocytes (NC1), developmentally competent prophase I oocytes (C1), and developmentally competent metaphase II oocytes (C2). For each species, the number of differentially expressed orthologous genes is indicated. (**B**) The expression profiles of specific genes are shown.

Among all the genes exhibiting a differential expression in both non-mammalian species, a significant enrichment was observed in genes involved in proteasome and extra-cellular matrix (ECM)–receptor interaction pathways ( Additional file 4).

### Orthologous genes exhibiting similar expression profiles in the 2 studied mammalian species

A total of 1103 OrthoMCL groups were found in which at least 1 gene of the 2 species exhibited a differential expression between at least 2 among the 3 studied oocyte developmental stages ( Additional file 5). In the mouse, 1491 genes belonged to an OrthoMCL group in which at least 1 bovine gene had a similar profile (Figure 2A). 

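The cow sheet of Additional file 5 holds 1191 distinct accessions, all with a probe on the array and 1129 with a valid one. At least 1 probe differed among the 3 stages for 1097 of these accessions, 92.1%, over all probes tested, and for 1123 adjusted over the list alone. As the list was chosen on these same arrays, neither count is independent evidence. At C2 stage 678 of the 1097 genes were higher and 419 lower than at C1, with 615 and 373 of them past the threshold of that comparison. In comparison to NC1, 676 were higher and 421 lower, with 613 and 386 past the threshold. The unequal-spreads test named above, the alternative that moved the count most, found 518 accessions. With presence in at least 2 stages, the rule that the authors' table of normalized values follows, the one-factor test found 1179. This setting was chosen after the values were seen, and its count is not independent evidence either.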

In cow, 1214 genes belonged to an OrthoMCL group in which at least 1 mouse gene had a similar profile (Figure 2A). In the 2 species, the supervised clustering analysis resulted in the identification of 2 main gene clusters corresponding to a differential – up or down - expression in somatic cells surrounding C2 oocytes. 

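In the cow, average-linkage clustering of the 1097 profiles by correlation, into 2 clusters, gave 677 genes in the first and 420 in the second. In the first cluster 676 genes had a higher mean at C2 than over the other arrays, with a median difference of 1.27 on the log2 scale. In the second cluster 418 genes had a lower one, with a median difference of -1.53. At C2, 670 genes were higher than at both other stages, 413 were lower than at both and 14 lay between. The direction of a gene is that of its brightest valid probe. For 18 of the 1097 genes this was not the probe that differed among the stages, and in 9 of them the probe that did had the other direction in at least 1 of the 2 comparisons. The number of genes higher at C2 than at C1 stayed between 676 and 679 under the other scalings and background corrections tried.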

Among all common differential genes in mammals, the most significant enrichment was observed in genes involved in energy metabolism such as fatty acid, pyruvate, and propanoate metabolism as well as insulin or adipocytokine signaling (Figure 2B). Were also enriched a number of genes involved in the regulation of focal adhesion, gap-junctions, actin cytoskeleton, and oocyte meiosis (Figure 2B). Moreover, numerous genes taking a part in PPAR, VEGF, MAP kinases and TGFbeta signaling were also enriched in both species ( Additional file 4).

**Figure 2:**
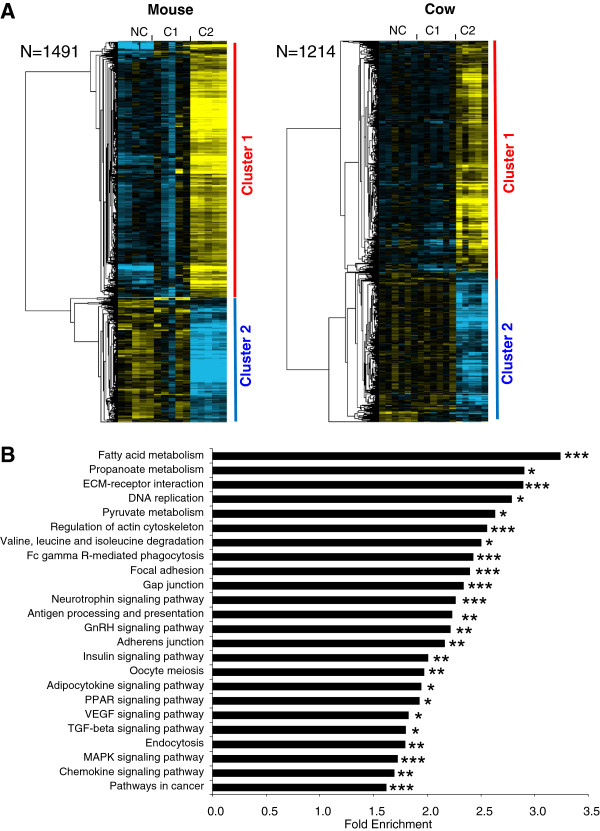
**Differentially expressed orthologous genes exhibiting a conserved expression profile in mouse and cow.** (**A**) Supervised clustering of expression profiles in the somatic layers of the ovarian follicle in mouse and cow species during oocyte developmental competence acquisition: developmentally incompetent or poorly competent prophase I oocytes (NC1), developmentally competent prophase I oocytes (C1), and developmentally competent metaphase II oocytes (C2). For each species, the number of differentially expressed orthologous genes is indicated. (**B**) Gene ontology and KEGG pathways enrichment score in clusters 1 and 2. Stars denote the p-values: * p<0.05; ** p<0.01; *** p<0.001.

### Orthologous genes exhibiting similar expression profiles in the 3 studied tetrapod species

A total of 340 OrthoMCL groups were found in which at least 1 gene of the 3 species exhibited a differential expression between at least 2 among the 3 studied oocyte developmental stages ( Additional file 6). In *Xenopus*, 395 genes belonged to an OrthoMCL group in which at least 1 gene of the 2 other tetrapod species had a similar expression profile (Figure 3A). In the mouse, 479 genes belonged to an OrthoMCL group in which at least 1 gene of the 2 other tetrapod species had a similar profile (Figure 3A). 

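Of the 376 distinct cow accessions of Additional file 6, 356 had a valid probe and 349, 92.8%, had at least 1 probe that differed among the 3 stages over all probes tested. Adjusted over the list alone, the number was 355. With the one-factor test and presence in at least 2 stages, chosen after the values were seen, the number was 374. The list was chosen on these arrays, so none of these numbers is independent evidence. The expression at C2 was higher than at C1 for 244 of the 349 genes and lower for the others, and higher than at NC1 for 242.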

In cow, 385 genes belonged to an OrthoMCL group in which at least 1 gene of the 2 other tetrapod species had a similar profile (Figure 3A). In the 3 species, the supervised clustering analysis resulted in the identification of 2 main gene clusters corresponding to a differential – up or down - expression in somatic cells surrounding C2 oocytes. 

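The cow genes of this list formed a cluster of 241 genes, all with a higher mean at C2 than over the other arrays and with a median difference of 1.23 on the log2 scale, and a cluster of 108 genes, 106 of them lower at C2, with a median difference of -1.49. In comparison to both NC1 and C1, 241 genes were higher and 104 lower at C2. For 8 of the genes the direction comes from a brighter probe that did not differ among the stages, and in 3 of these the probe that did had another direction in at least 1 comparison. From the profiles shared by the 3 tetrapod species, the paper proposes that many conserved mechanisms in the ovary are required, or important, for the oocyte to become fully competent.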

In both clusters, a significant enrichment in genes associated with specific biological processes, molecular functions, and pathways could be identified. Among the common genes differentially expressed in the 3 tetrapod species, the most significant enrichment was observed for genes involved in energy metabolism (carbohydrates and fatty acids conversions). We also observed a significant enrichment in genes involved in VEGF signaling, TGF-beta signaling, adipocytokine signaling, MAPK signaling, oocyte meiosis, focal adhesion, gap junctions and cytoskeleton regulation (Figure 3B and Additional file 4).

**Figure 3:**
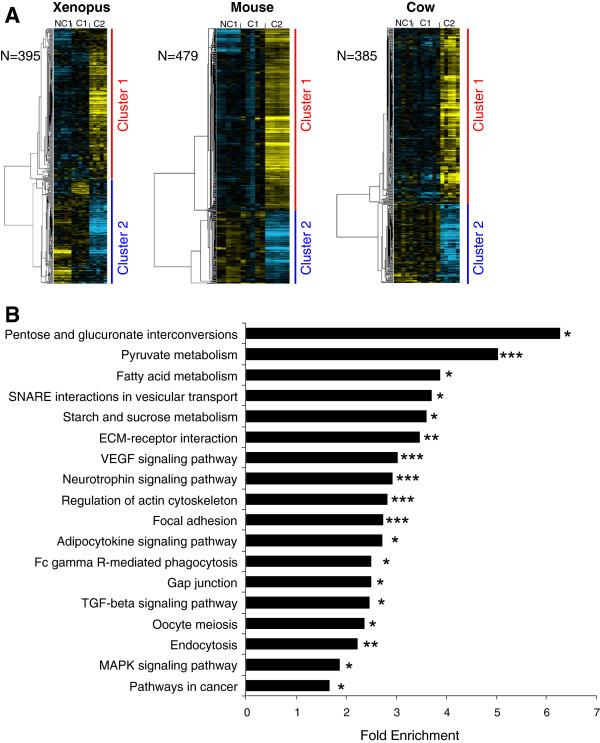
**Differentially expressed orthologous genes exhibiting a conserved expression profile in *Xenopus*, mouse, and cow.** (**A**) Supervised clustering of expression profiles in the somatic layers of the ovarian follicle in *Xenopus*, mouse, and cow species during oocyte developmental competence acquisition: developmentally incompetent or poorly competent prophase I oocytes (NC1), developmentally competent prophase I oocytes (C1), and developmentally competent metaphase II oocytes (C2). For each species, the number of differentially expressed orthologous genes is indicated. (**B**) Gene ontology and KEGG pathways enrichment score. Stars denote the p-values: * p<0.05; ** p<0.01; *** p<0.001.

Among the genes that were markedly differentially expressed in the 3 tetrapod species, an OrthoMCL group corresponding to the Tribbles gene family was identified. Hence, a dramatic over expression of Trib1 at C2 stage was observed in mouse and cow while the overexpression was more limited, even though significant, in *Xenopus* (Figure 4). Similarly a conserved overexpression was observed at C2 stage in the 3 species for the OrthoMCL groups corresponding to tumor necrosis factor receptor superfamily member 23 (Tnfrsf23), sphingomyelin synthase 1 (Sgms1), syntaxin 1A (Stx1a), and protein kinase C and casein kinase substrate in neurons 3 (Pacsin3) (Figure 4). In addition, genes exhibiting a marked down-regulation at the C2 stage could also be observed. 

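Cow TRIB1 (probe A_73_100489) had a log2 scaled signal of 1.57 ± 1.09 (SD, n = 6) at NC1, 0.34 ± 1.22 (SD, n = 6) at C1 and 4.51 ± 0.72 (SD, n = 5) at C2. The log2 fold change at C2 was 4.17 over C1 (SE 0.57, adjusted p = 1.31e-05) and 2.94 over NC1 (SE 0.57, adjusted p = 0.000469). All 5 C2 arrays lay above every array of the other stages. With each array left out in turn, the change over C1 stayed between 3.78 and 4.43, and a normexp background correction, the alternative that moved it most, gave 3.58. The difference of -1.23 between C1 and NC1 was within the spread of the replicates (adjusted p = 0.45).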

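The cow member of the Tnfrsf23 group, LOC510798, had 2 valid probes that moved apart. The brighter (A_73_120329) fell from 2.47 ± 0.34 (SD, n = 6) at NC1 and 2.25 ± 0.21 (SD, n = 6) at C1 to -0.04 ± 0.26 (SD, n = 5) at C2, a log2 fold change of -2.29 against C1 (SE 0.19, adjusted p = 3.27e-08) and of -2.51 against NC1. The dimmer (A_73_118705) rose at C2 by 1.81 over C1 (SE 0.24, adjusted p = 9.39e-06) and by 1.77 over NC1. With the mean over both probes, the change was -0.24 against C1 and no longer passed the threshold.
The cow member of the Sgms1 group, SAMD8 (A_73_112528), was over-expressed at C2 by 3.01 over C1 (SE 0.25, adjusted p = 3.27e-08) and by 2.61 over NC1 (adjusted p = 1.9e-07). The probe named SGMS1 (A_73_116927) rose by 0.75 over C1 (SE 0.24, adjusted p = 0.0179), above every C1 array on 4 of 5 C2 arrays, and by 0.70 over NC1 (adjusted p = 0.0273). Without C2 replicate 2, its lowest C2 array, these changes were 0.94 and 0.88 and passed the threshold, as they did with 75th percentile scaling, where they were 0.63 and 0.55, and with array weights, where they were 0.85 and 0.83. Quantile normalization, where it was 0.55, brought the rise over C1 past the threshold, and normexp background correction, where it was 0.91, that over NC1.
STX11 (A_73_118337), the cow member of the Stx1a group, was well above background on 3 of 6 NC1 arrays, on 6 of 6 C1 arrays and on 5 of 5 C2 arrays, so that it is not among the valid probes. Its log2 scaled signal was -2.60 ± 0.29 (SD, n = 6) at C1 and 0.27 ± 0.51 (SD, n = 5) at C2, and over the 15256 probes present in at least 2 stages the change over C1 was 2.87 (SE 0.24, adjusted p = 4.38e-08). The valid probe named STX1A (A_73_114154) did not change beyond its spread, with -0.26 against C1 (SE 0.26, adjusted p = 0.458) and 0.15 against NC1 (adjusted p = 0.698). Another STX1A probe (A_73_108182), not valid, was well above background on 5 of 6 C1 arrays and on 0 of 5 C2 arrays. Over all probes without a filter it changed by -1.36 against C1 (SE 0.35, adjusted p = 0.00534). As a limit, it was at least 1.07-fold lower at C2 than at C1. PACSIN3 (A_73_112289) rose by 2.45 over C1 (SE 0.21, adjusted p = 4.97e-08) and by 2.65 over NC1, and all 5 C2 arrays lay above those of the other stages, as they did for SAMD8 and STX11.

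**Figure D2:**
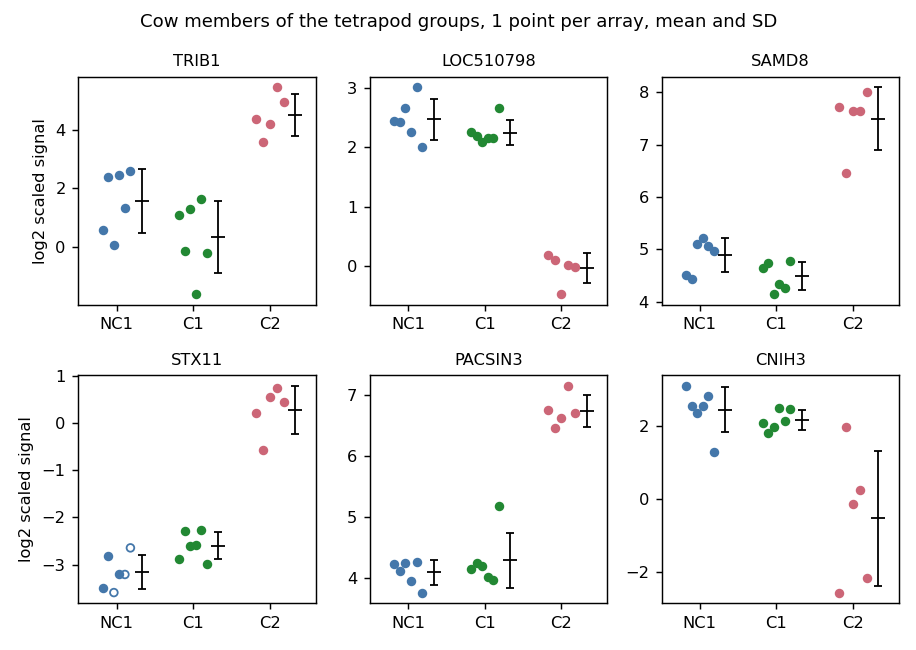
Log2 scaled signal of the cow members of the Trib1, Tnfrsf23 (brighter probe), Sgms1, Stx1a, Pacsin3 and Cnih2 groups at NC1, C1 and C2, with 1 point per array and the mean and SD of each stage. Open circles are arrays on which the probe was not well above background; the C2 points lie above the others for TRIB1, SAMD8, STX11 and PACSIN3, and below them for the brighter LOC510798 probe and on 4 of 5 arrays for CNIH3.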

In mice and cow, a dramatic down-regulation of cornichon homolog 2 (Cnih2) was observed while a milder decrease was observed in *Xenopus* (Figure 4).

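In the cow, the group held CNIH3 (A_73_113423). Its log2 scaled signal was 2.45 ± 0.62 (SD, n = 6) at NC1 and 2.17 ± 0.28 (SD, n = 6) at C1, and at C2 it was -0.52 ± 1.85 (SD, n = 5), with single arrays from -2.55 to 1.97. The change was -2.69 against C1 (SE 0.58, adjusted p = 0.00116) and -2.97 against NC1 (adjusted p = 0.000502). On 4 of 5 C2 arrays the signal lay below every C1 array (2-sided exact permutation test, p = 0.00866). With C2 replicate 2, the highest, left out, the change against C1 was -3.31, and with normexp background correction it was -1.91. The probe named CNIH2 (A_73_107417) changed by 0.27 against C1 (SE 0.21, adjusted p = 0.319) and by 0.50 against NC1 (adjusted p = 0.0594).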

**Figure 4:**
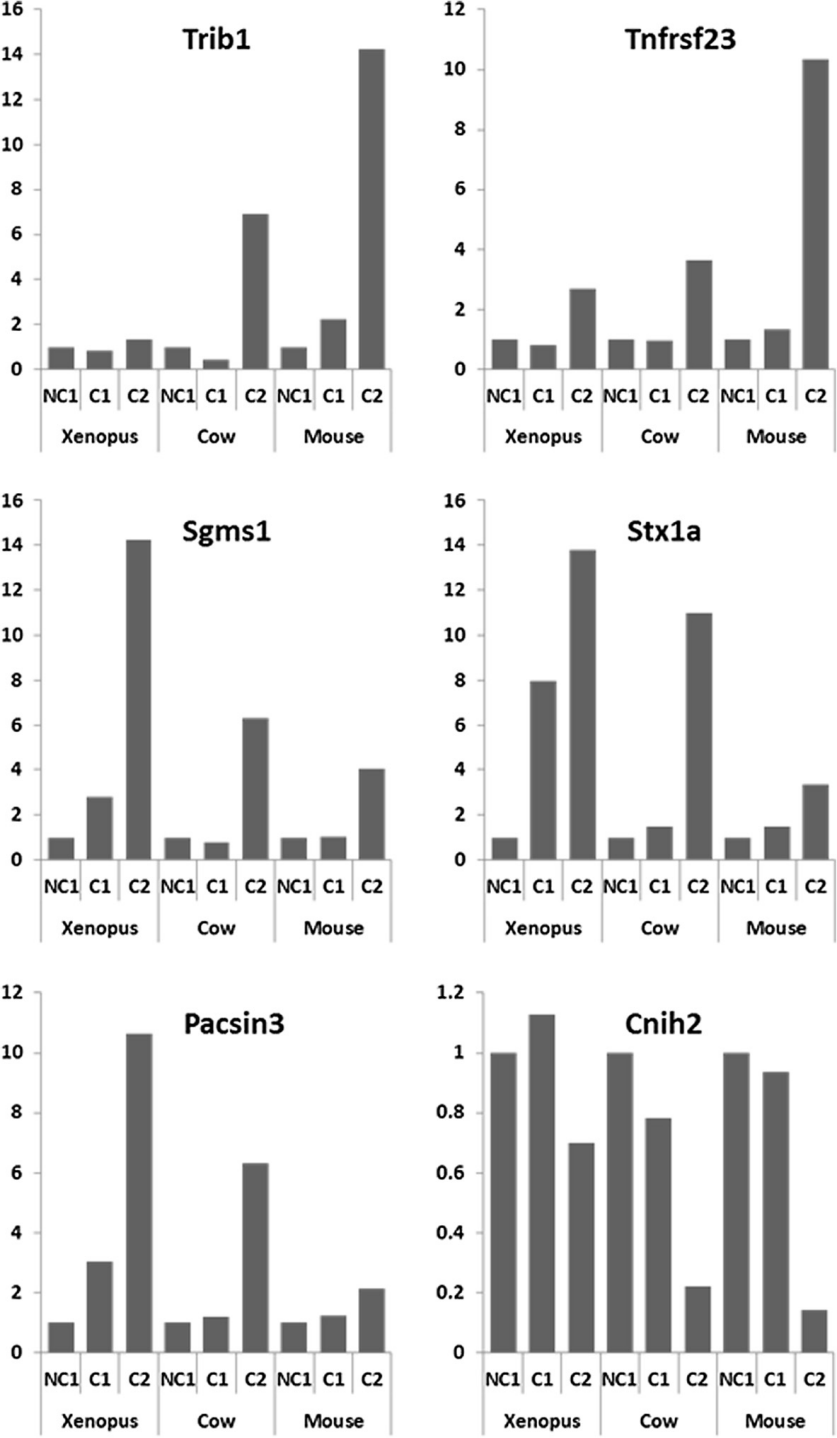
**Expression profiles of specific orthologous genes in *Xenopus*, mouse, and cow.** The microarray expression profiles of specific gene in the somatic cells surrounding the oocyte during competence acquisition are shown. The mean expression is shown for the following: developmentally incompetent or poorly competent prophase I oocytes (NC1), developmentally competent prophase I oocytes (C1), and developmentally competent metaphase II oocytes (C2).

### Orthologous genes exhibiting similar expression profiles in the 4 studied species

A total of 42 OrthoMCL groups were found in which at least 1 gene of the 4 species exhibited a conserved differential expression between at least 2 of the 3 studied oocyte developmental stages ( Additional file 7). In rainbow trout, 51 genes belonged to an OrthoMCL group in which at least 1 gene had a similar profile in the 3 other species (Figure 5A). In *Xenopus*, 50 genes belonged to an OrthoMCL group in which at least 1 gene had a similar profile in the 3 other species. In the mouse, 63 genes belonged to an OrthoMCL group in which at least 1 gene had a similar profile in the 3 other species. In cow, 49 genes belonged to an OrthoMCL group in which at least 1 gene had a similar profile in the 3 other species. 

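Under the 48 distinct accessions of these cow genes, 46 had a valid probe, and each of the 46 had at least 1 probe that differed among the 3 stages, over all probes tested as well as adjusted over the list alone. The list was chosen on these arrays, so the count is not independent evidence. The 2 without a valid probe were MYH3 and EHHADH. In the test with unequal spreads, 18 accessions had such a probe. With presence in at least 2 stages, chosen after the values were seen, all 48 had one, by limma and by the one-factor test.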

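In the cow, 33 of the 46 genes with a valid probe were higher at C2 than at both C1 and NC1 and 13 were lower than at both, and the 2 clusters of their profiles parted the genes in the same way. These directions are those of each gene's brightest valid probe, which did not itself differ among the stages for TUBA1B (A_73_117317, adjusted p = 0.16), DDX19A (A_73_119683, adjusted p = 0.358) and LUC7L3 (A_73_120898, adjusted p = 0.0228), where a dimmer probe of the same accession differed and had the same direction. The median difference between C2 and the other arrays was 1.21 on the log2 scale in the cluster of 33 and -1.31 in the cluster of 13. In comparison to C1 alone, 28 of the rises and 12 of the falls passed the threshold. The largest rises over C1 were those of BDH1 with 5.35 and COL5A2 with 5.14, and the largest falls those of NOS2A with -3.75 and MYH11 with -3.11. The number of genes higher at C2 was 33 under every scaling and background correction tried.

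**Figure D3:**
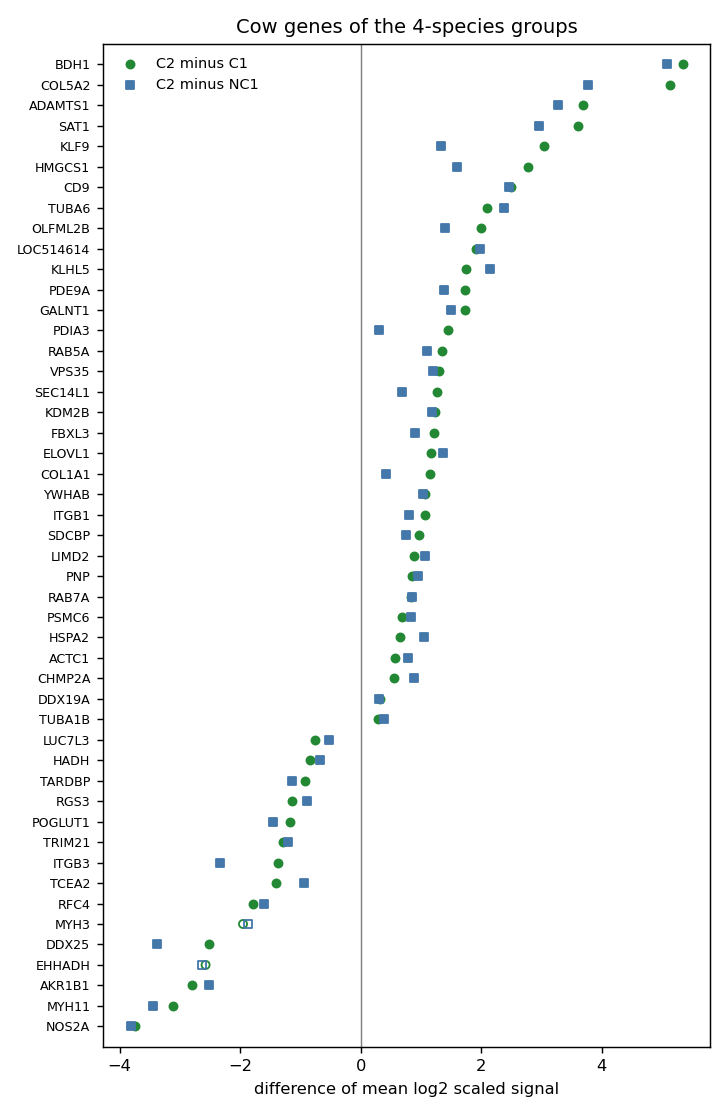
Difference of mean log2 scaled signal at C2 from C1 (circles) and from NC1 (squares) for the 48 cow genes of the 4-species groups, ordered by the difference from C1. Open symbols are the 2 genes without a valid probe; 33 genes with a valid probe lie right of 0 and 13 left of it in both comparisons.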

In the 4 species, the supervised clustering analysis resulted in the identification of 2 main gene clusters corresponding to a differential – up or down - expression in somatic cells surrounding C2 oocytes (Figure 5A). Four significantly enriched pathways were identified among the differentially expressed othologous genes common to the 4 species (Figure 5B and Additional file 4). As shown, they include genes involved in the regulation of focal adhesion (such as genes encoding actin filaments), ECM-receptor interaction (such as genes encoding for different collagens and integrins) and metabolism (such as genes of aldo-keto reductase family, nitric acid synthases, and spermidine/spermine N1-acetyltransferase 1).

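Among the cow genes of these pathways, cardiac actin (ACTC1, A_73_100742) was 0.79 higher at C2 than at NC1 on the log2 scale (SE 0.18, adjusted p = 0.00202) and 0.57 higher than at C1 (adjusted p = 0.0168), a difference that passed the threshold only without C1 replicate 1 or without C1 replicate 5, where it was 0.66. The difference from NC1 lost the threshold with 75th percentile scaling, where it was 0.64, and with the close C2 replicates (1 and 5, 3 and 4) averaged, an alternative chosen after the values were seen, where it was 0.77. The collagen COL5A2 (A_73_106577) rose by 3.77 over NC1 (SE 0.91, adjusted p = 0.0029), where it was well above background on 5 of 6 arrays, and this rise was 2.66 with normexp background correction and lost the threshold with the C2 replicates averaged, where it was 3.45. COL1A1 (A_73_115526) rose by 1.15 over C1 (SE 0.25, adjusted p = 0.0014) and by 0.41 over NC1 (adjusted p = 0.209), and its rise over C1 did not pass the threshold with 75th percentile scaling (1.02), quantile normalization (0.95), normexp background correction (1.07) or array weights (0.98). Of the integrins, ITGB1 (A_73_119318) rose by 1.06 over C1 (SE 0.18, adjusted p = 0.00014) and by 0.80 over NC1, where the averaging of C2 replicates gave 0.72 and lost the threshold. ITGB3 (A_73_113738), well above background on 4 of 5 C2 arrays, fell by 2.33 against NC1 (SE 0.45, adjusted p = 0.000437) and by 1.38 against C1 (adjusted p = 0.0201), which became -1.65 without C2 replicate 2 and -1.91 with array weights and then passed the threshold. With normexp background correction these changes were only -0.80 against NC1 and -0.17 against C1, the latter far from the threshold, so that the size of the fall depends on how the background is treated.
The aldo-keto reductase AKR1B1 (A_73_102320) fell from 8.29 ± 0.07 (SD, n = 6) at C1 to 5.48 ± 0.35 (SD, n = 5) at C2, a change of -2.81 (SE 0.18, adjusted p = 1.32e-09). The nitric oxide synthase NOS2A (A_73_111433) fell from 9.67 ± 0.40 (SD, n = 6) to 5.92 ± 1.75 (SD, n = 5), with an SE of 0.55 and an adjusted p of 2.51e-05. SAT1 (A_73_119893) was up-regulated from 4.61 ± 0.38 (SD, n = 6) to 8.21 ± 0.35 (SD, n = 5), and its change over NC1 was 2.95 (adjusted p = 4.38e-08). For these 3 genes the C2 arrays did not overlap with those of either other stage.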

**Figure 5:**
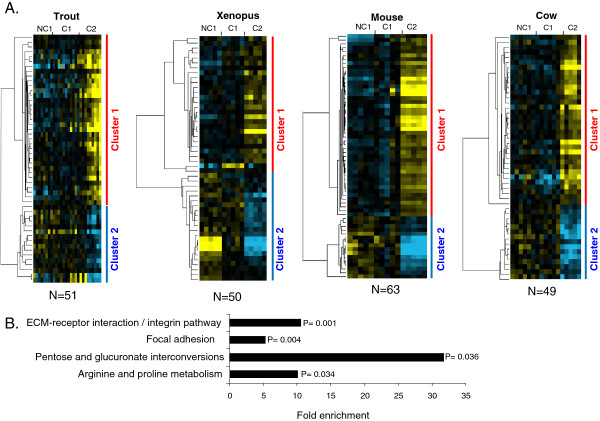
**Differentially expressed orthologous genes exhibiting a conserved expression profile in rainbow trout, *Xenopus*, mouse, and cow. A**. Supervised clustering of expression profiles in the somatic layers of the ovarian follicle in rainbow trout, *Xenopus*, mouse, and cow species during oocyte developmental competence acquisition: developmentally incompetent or poorly competent prophase I oocytes (NC1), developmentally competent prophase I oocytes (C1), and developmentally competent metaphase II oocytes (C2). For each species, the number of differentially expressed orthologous genes is indicated. **B**. Gene ontology enrichment score in clusters 1 and 2 (p<0.05).

Among the 42 OrthoMCL groups in which similar expression profiles were found in the 4 species, the following groups showed the most remarkable profiles. An OrthoMCL group corresponding to the Kelch family was identified in which several genes were differentially expressed (Figure 6). In the mouse, the genes Klhl5, Klhl18, and Klhl2 exhibited very similar expression patterns with a sharp increase at C2. 

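The cow genes of the Kelch group were KLHL5 (A_73_110766) and LOC514614 (A_73_102432). KLHL5 had a log2 scaled signal of 3.35 ± 0.36 (SD, n = 6) at NC1, 3.76 ± 0.27 (SD, n = 6) at C1 and 5.50 ± 0.86 (SD, n = 5) at C2. Its change at C2 was 1.74 over C1 (SE 0.31, adjusted p = 0.000178) and 2.15 over NC1 (adjusted p = 2.12e-05), and all 5 C2 arrays lay above those of the other stages. LOC514614 was dimmer and rose by 1.92 over C1 (SE 0.42, adjusted p = 0.0012), above every C1 array on 4 of 5 C2 arrays, and by 1.33 with normexp background correction.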

In cow, a very similar expression pattern was observed for Klhl5 while Klhl18 exhibited a more progressive over-expression in *Xenopus*. In rainbow trout, even though the exact identity of the Klhl-related gene remained unclear, the pattern was highly similar to that of mouse and cow. An OrthoMCL group corresponding to Kruppel-like factor 13 (Klf13) was identified in which a similar differential expression profile was observed for the 4 species (Figure 7A). In all species the expression at C2 stage was higher than at NC1 stage. 

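In the cow, the group's member was KLF9 (A_73_115034), with a log2 scaled signal of 3.28 ± 0.49 (SD, n = 6) at NC1, 1.58 ± 0.56 (SD, n = 6) at C1 and 4.62 ± 0.52 (SD, n = 5) at C2. The increase at C2 was 1.33 over NC1 (SE 0.30, adjusted p = 0.00179), with 4 of 5 C2 arrays above every NC1 array (2-sided exact permutation test, p = 0.00866), and 3.04 over C1 (SE 0.30, adjusted p = 3.34e-07). With array weights the increase over NC1 was 1.09 and did not pass the threshold. The level at C1 differed from that at NC1 by -1.70 (SE 0.29, adjusted p = 0.0149) with no overlap between the 6 and 6 arrays, which passed the threshold with array weights, in a fit of only these 2 groups, and without C2 replicate 1 or C2 replicate 2. Normexp background correction gave -1.31 for it. The brighter probe named KLF13 (A_73_115556) rose by 0.83 over NC1 (SE 0.20, adjusted p = 0.0028) and by 0.81 over C1 (adjusted p = 0.00333). The other KLF13 probe (A_73_106439) changed by 0.60 against NC1 (SE 0.31, adjusted p = 0.13) and by -0.25 against C1 (adjusted p = 0.538). Both rises of the brighter KLF13 probe depended on the processing. The rise over C1 lost the threshold with 75th percentile scaling (0.68), quantile normalization (0.62), normexp background correction (0.68) and the mean over both probes (0.28), and that over NC1 with 75th percentile scaling (0.68), quantile normalization (0.61) and the mean over both probes (0.71). Both also lost it in a fit of only the 2 groups compared and with the replicate number as a block, with little change in size.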

A burst in Klf expression was however observed in *Xenopus* at C1 stage, suggesting that overexpression occurred earlier in this species. Similarly, a clear increase in the expression of Adamts1 gene was observed in the 4 species (Figure 7B).

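Cow ADAMTS1 (A_73_106567) had a log2 scaled signal of 3.37 ± 0.73 (SD, n = 6) at NC1, 2.95 ± 0.64 (SD, n = 6) at C1 and 6.64 ± 1.01 (SD, n = 5) at C2. It rose by 3.27 over NC1 (SE 0.44, adjusted p = 1.05e-05) and by 3.69 over C1 (adjusted p = 2.58e-06), with all 5 C2 arrays above the arrays of the other stages.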

**Figure 6:**
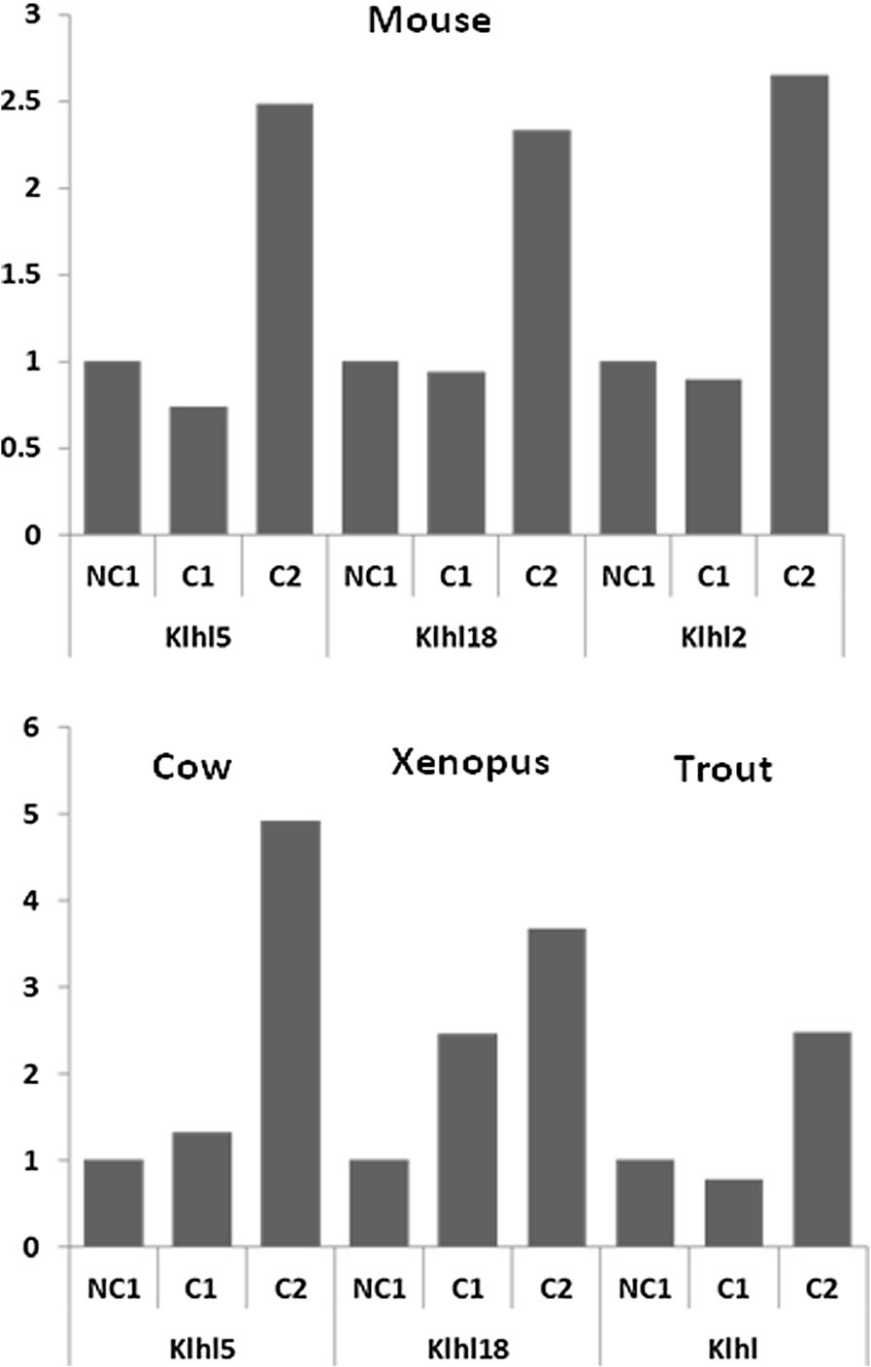
**Conserved expression profiles of genes of the Klhl gene family in somatic follicular cells during oocyte developmental competence acquisition.** Expression profiles in the somatic layers of the ovarian follicle in the 4 species during oocyte developmental competence acquisition: developmentally incompetent or poorly competent prophase I oocytes (NC1), developmentally competent prophase I oocytes (C1), and developmentally competent metaphase II oocytes (C2).

**Figure 7:**
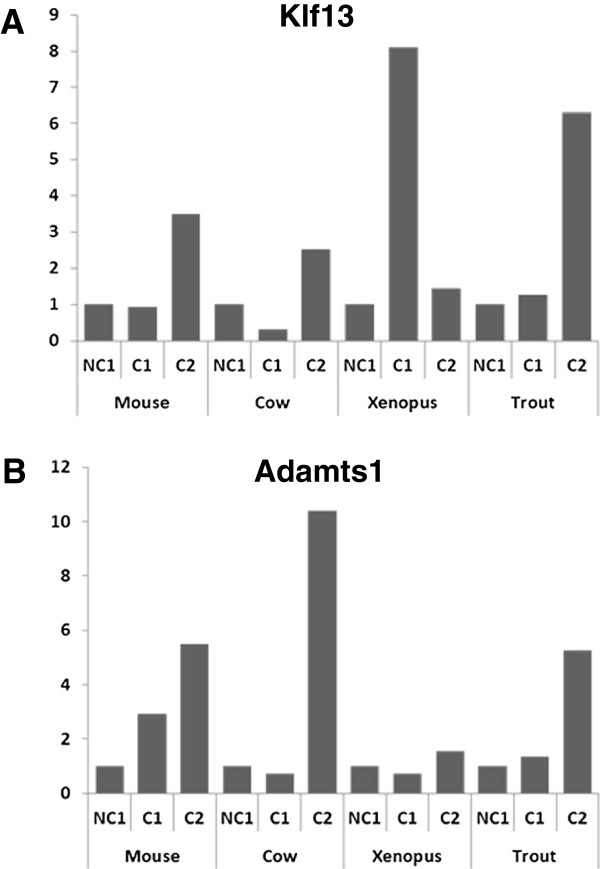
**Conserved expression profiles of Adamts1 and Klf13 genes in somatic follicular cells during oocyte developmental competence acquisition.** Expression profiles in the somatic layers of the ovarian follicle in the 4 species during oocyte developmental competence acquisition: developmentally incompetent or poorly competent prophase I oocytes (NC1), developmentally competent prophase I oocytes (C1), and developmentally competent metaphase II oocytes (C2).

### QPCR validation

In order to methodologically validate our microarray-based analysis, the expression profiles of a subset of genes of interest, including up- and down-regulated genes presented in Figures 1, 4, and 7, were monitored using QPCR ( Additional files 8 and 9). The profiles obtained using QPCR confirmed the differential expression observed using microarrays.

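In the cow, the arrays and the paper's QPCR values can be set side by side for 5 genes, as the level of a stage over that at NC1. From the arrays, as the ratio of mean scaled signals with the SD of the stage's arrays, ADAMTS1 was at 10.4 ± 6.39 (n = 5) at C2, where the paper's QPCR value is 9.56, and TRIB1 was at 6.89 ± 3.44 (n = 5), where the paper's QPCR value is 11.3. CNIH3 was at 0.220 ± 0.263 (n = 5), POGLUT1 (A_73_118552) at 0.366 ± 0.0901 (n = 5) and EHHADH (A_73_118771) at 0.207 ± 0.143 (n = 5), beside QPCR values of the paper of 0.132, 0.432 and 0.386. For the group of CNIH3, the paper's chart repeats the same array values beside another QPCR series. The last series of the chart was taken as the cow's, at C1 as well as at C2, and this is not certain. The EHHADH ratio rests in part on 2 C2 arrays with a signal at background, and with these set at the lowest signal well above background it was 0.245 at most. At C1 the ratios of the arrays were 0.732 for ADAMTS1, 0.782 for CNIH3, 0.819 for POGLUT1 and 0.972 for EHHADH, beside 0.384, 0.94, 0.635 and 0.954 by the paper's QPCR. For TRIB1 at C1 the ratio was 0.445 ± 0.295 (n = 6) on the arrays and 2.26 by the paper's QPCR.
POGLUT1 changed at C2 by -1.18 against C1 on the log2 scale (SE 0.20, adjusted p = 0.000139) and by -1.45 against NC1 (adjusted p = 1.61e-05). EHHADH was well above background on 3 of 5 C2 arrays and is not among the valid probes, so that its fall is given as a limit. It was at least 4.04-fold lower at C2 than at C1 and at least 4.22-fold lower than at NC1, with all 5 C2 arrays below those of the other stages. HADH (A_73_100635), a cow gene of the same group as EHHADH, fell by 0.83 against C1 (SE 0.19, adjusted p = 0.00187) and by 0.68 against NC1 (adjusted p = 0.00835). Its fall against NC1 lost the threshold with any of 12 of the arrays left out, with an adjusted p of up to 0.0245, and under normexp background correction (-0.42), the trend and robust options, array weights (-0.63), a fit of only the 2 groups, and the replicate, slide and scan day blocks, as it did with the close C2 replicates averaged. Its fall against C1 lost it with the replicate block, where it was -0.78.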

## Discussion

In the present study we were able to identify orthologous genes exhibiting similar expression profiles in the somatic cells surrounding the oocyte during developmental competence acquisition in vertebrates. Our results rely on genome-wide transcriptome analyses carried out, in parallel, in four different vertebrate species using (i) a similar technology and (ii) similar key steps of developmental competence acquisition. The transcriptome analysis was followed by an OrthoMCL analysis to specifically identify orthologous genes exhibiting similar expression profiles. To our knowledge such an approach has never been used to investigate the oogenetic process in evolutionary distant vertebrate species.

### A surprisingly high number of orthologous genes exhibiting evolutionary-conserved expression profiles

We identified a surprisingly high number of orthologous genes exhibiting similar expression profiles at key steps of oocyte-developmental competence in different vertebrate species. This is especially true in mice and cow in which ~1500 and ~1200 orthologous genes were identified, respectively. This is also the case in tetrapod species in which ~400 orthologous genes were found to be differentially expressed in the 3 species among a total of 4000–8000 differentially expressed genes in each species. It has to be stressed that the highest number of differentially expressed genes (~8000) was found in the mouse in which the number of spotted probes was twice as high as in the 2 other species. Together, this suggests that approximately 10% of the differentially expressed genes have orthologs in the 2 other tetrapod species that behave similarly during oocyte developmental competence acquisition. It should be noted that the percentage of orthologous genes with similar profiles is remarkably high when considering the major differences in follicle ultrastructure and physiological regulations that exist between amphibians and mammals. This suggests a strong conservation -and possibly a crucial role - of the corresponding molecular mechanisms during vertebrate evolution despite the presence of an antrum in the mammalian ovarian follicle and the absence of antrum in non-mammalian vertebrates. In agreement with this hypothesis is the significant enrichment in genes involved in cellular energy metabolism, cell-to-cell communications, and meiosis observed in the three tetrapod species and the two mammalian species. Among the four vertebrate species studied herein, a much more limited set of common differentially expressed genes could be identified, in comparison to the large number of common genes shared by the three tetrapod species or by the two mammalian species. This can largely be explained by the evolutionary distance between the species, especially between rainbow trout and mammals. Several methodological reasons also exist that have possibly reduced the number of common genes identified. These reasons are mostly due to the lack of genome sequence availability in rainbow trout and its consequences on the design of the oligonucleotides and on subsequent *in silico* analysis. Despite these difficulties, we were able to highlight genes and pathways involved in oocyte developmental competence acquisition in the four vertebrate species (Figures 5, 6 and 7). In consistency with data obtained in tetrapods and mammals, our results stress the importance of the nutritive role of the somatic cells surrounding the oocyte and of the mechanisms involved in extracellular matrix formation. In addition, more than 200 common genes were identified in rainbow trout and *Xenopus* as highlighted in the result section (Figure 1).

In the present study, we have deliberately chosen to highlight some of the genes exhibiting similar profiles in the somatic compartment during oocyte developmental competence acquisition in several vertebrate species. Many groups of orthologous genes (i.e. OrthoMCL groups) were however identified that could not be discussed here due to space limitations. All corresponding expression profiles and OrthoMCL information are however available (see additional files) and can be searched for specific genes or mechanisms. We believe that this unique dataset will be very useful to investigators in the fields of reproductive biology and evolutionary biology. Similarly, the large species-specific datasets generated in the present study can be further analyzed by other investigators to address species-specific questions.

### Mammals

As indicated above, our approach has led to the identification of more than 1200 orthologous genes that deserve further analysis. In the present study, we have deliberately chosen to focus our analysis on common genes shared by tetrapods or vertebrates in agreement with the main objectives of our study. We will however briefly highlight in this section some of the identified genes differentially expressed in both mouse and cow in order to stress the biological relevance of our approach and to clearly demonstrate the methodological validity of our results.

### Extra-cellular matrix remodeling linked to ovulation

Cathepsin S (Ctss) and Cathepsin B (Ctsb) are lysosomal cysteine proteinases involved in degradation of extracellular matrix. 

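Cow CTSS (A_73_113739) had a log2 scaled signal of 0.75 ± 0.70 (SD, n = 6) at NC1, -0.65 ± 0.76 (SD, n = 6) at C1 and 2.85 ± 0.96 (SD, n = 5) at C2. It was 2.10 higher at C2 than at NC1 (SE 0.44, adjusted p = 0.000983), with 4 of 5 C2 arrays above every NC1 array (2-sided exact permutation test, p = 0.013), and 3.50 higher than at C1 (adjusted p = 5.41e-06). With the close C2 replicates 1 and 5, and 3 and 4, each averaged and counted as 1, an alternative chosen after the values were seen, the difference from NC1 was 1.82 and did not pass the threshold. CTSK (A_73_110953), another cow gene of the Ctss group, rose by 1.39 over NC1 (SE 0.20, adjusted p = 2.1e-05). CTSB (A_73_115425) was at 6.21 ± 0.16 (SD, n = 6) at NC1, 5.88 ± 0.25 (SD, n = 6) at C1 and 7.13 ± 0.36 (SD, n = 5) at C2, a change of 0.92 over NC1 (SE 0.18, adjusted p = 0.000489), with all 5 C2 arrays above the NC1 arrays.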

Their transcripts (OG_10260 and OG_10174, respectively) were over-expressed in cumulus complexes (CC) of mature (C2) oocytes in mice and cow in comparison to CCs surrounding developmentally incompetent oocytes (NC1). In fact, Ctss and Ctsb genes were reported as markers of oocyte developmental competence in cow and their expression in CCs of metaphase-II oocytes was shown to be high in comparison to immature oocytes [22]. Both cathepsins were also detected and localized in mice ovary [23]. Secreted acidic cysteine rich glycoprotein (Sparc) is a matricellular protein expressed during tissue morphogenesis and reorganization, and we observed an increase of transcript level (OG_10175) between NC1 and C2 stages in both mice and cow. 

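The cow member of this group was SPARCL1 (A_73_106086), which was at 1.06 ± 0.61 (SD, n = 6) on the log2 scale at NC1 and -1.11 ± 0.49 (SD, n = 5) at C2. The change between NC1 and C2 was -2.17 (SE 0.30, adjusted p = 1.59e-05), and all 5 C2 arrays lay below the NC1 arrays. With normexp background correction the change was -1.37. The probe named SPARC (A_73_105991) was at 8.24 ± 0.36 (SD, n = 6), 8.10 ± 0.28 (SD, n = 6) and 9.05 ± 0.54 (SD, n = 5) at NC1, C1 and C2. Its increase over NC1 of 0.80 did not pass the threshold (SE 0.24, adjusted p = 0.0125), with 3 of 5 C2 arrays above every NC1 array, but did without NC1 replicate 5, C2 replicate 2 or C2 replicate 3, with a change of up to 0.93, as well as with array weights (1.02), normexp background correction (1.05) and the trend and robust options. Its increase over C1 was 0.95 (adjusted p = 0.00417) and lost the threshold without C1 replicate 3 or 4 or C2 replicate 1 or 5, with normexp background correction (0.87), in a fit of only the 2 groups and with the close C2 replicates averaged (0.87).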

In agreement with our observations, high expression levels of Sparc were previously reported in mice cumulus oophorus [24]. In bovine CCs, the upregulation of Sparc was related to cumulus expansion in response to growth factors complementation during IVM [25].

### Ligands and receptors of the developing follicle

Follistatin (Fst) is involved in inhibition of FSH release, and was also found to be expressed in mice and bovine OCs [26,27]. Our transcriptomic analysis revealed the high expression of Fst gene (OG_11886) in immature CCs in both species and a significant decrease after maturation. Similarly, the transcript levels of Anti-Mullerian hormone (Amh, OG_11935) and one of its receptors AMH type II receptor (Amhr2; OG_11318) dramatically decreased in CCs upon cow and mouse oocyte maturation (C2 stage compared to NC1 and C1 stages). Such an expression profile of the hormone has already been recently described in cow ovary [28] as well as in many other mammalian species (sheep, rat, primates, and humans - reviewed by [29]). 

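In the cow, FST (A_73_106541) was among the bright probes at the immature stages, with a log2 scaled signal of 10.15 ± 0.37 (SD, n = 6) at NC1 and 10.13 ± 0.18 (SD, n = 6) at C1, and stood at 8.64 ± 0.55 (SD, n = 5) at C2. The change was -1.51 against NC1 (SE 0.23, adjusted p = 5.15e-05) and -1.49 against C1 (adjusted p = 5.67e-05). Another valid probe of the gene (A_73_111876) changed by -1.63 and -1.53, and for both probes the C2 arrays lay below all others.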

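Cow AMH (A_73_109252) was at 7.98 ± 0.35 (SD, n = 6) on the log2 scale at NC1, 7.36 ± 0.35 (SD, n = 6) at C1 and 5.22 ± 0.69 (SD, n = 5) at C2. The decrease at C2 gave log2 fold changes of -2.77 against NC1 (SE 0.28, adjusted p = 3.86e-07) and -2.14 against C1 (adjusted p = 7.08e-06). AMHR2 (A_73_120385) was well above background on all NC1 and C1 arrays but on 3 of 5 C2 arrays, and so is not among the valid probes. Its log2 scaled signal was -0.91 ± 0.34 (SD, n = 6) at NC1, -1.35 ± 0.26 (SD, n = 6) at C1 and -3.34 ± 0.84 (SD, n = 5) at C2, the last in part from arrays at background. With these arrays set at the lowest signal well above background, it was at least 4.31-fold lower at C2 than at NC1 and at least 3.18-fold lower than at C1, and all 5 C2 arrays lay below those of the other stages.

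**Figure D4:**
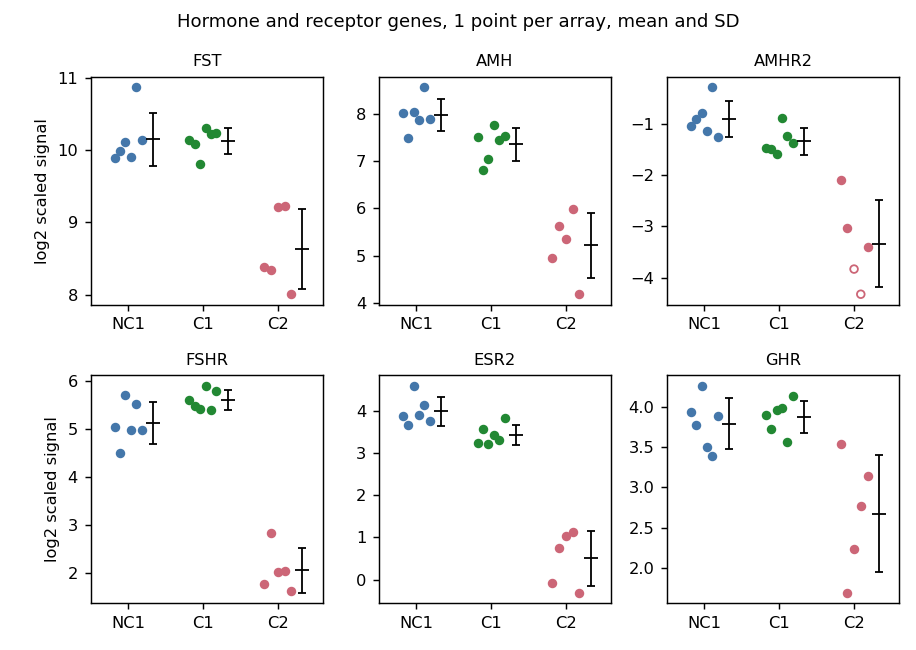
Log2 scaled signal of the cow genes for follistatin, AMH, its receptor AMHR2, the FSH receptor, ERβ (ESR2) and the growth hormone receptor at NC1, C1 and C2, with 1 point per array and the mean and SD of each stage. Open circles are arrays on which the probe was not well above background; the C2 points of FST, AMH, AMHR2, FSHR and ESR2 lie below all NC1 and C1 points, and 1 C2 point of GHR lies within the range of NC1.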

To our knowledge, Amhr2 expression pattern has not been studied in cow ovaries but in rat as well as in mouse, this receptor was shown to be mainly expressed in granulosa cells of preantral and early antral follicles [30,31]. Similar observations can be made for the FSH receptor (OG_10792) for which a down-regulation was observed herein at C2 stage in both species as previously observed at least in cow ovaries [32].

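Cow FSHR (A_73_115750) had a log2 scaled signal of 5.12 ± 0.44 (SD, n = 6) at NC1 and 2.05 ± 0.47 (SD, n = 5) at C2. It changed at C2 by -3.55 against C1 (SE 0.23, adjusted p = 2.31e-09) and by -3.07 against NC1 (adjusted p = 1.42e-08), below every array of the other stages on all 5 arrays.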

### Intra-cellular cell signaling

Phosphodiesterases (PDEs) regulate intracellular cyclic nucleotide concentration by converting cyclic nucleotides into 5' nucleotides. Their activity was found in mice and bovine granulosa/cumulus cells [33,34] and inhibition of PDE3/PDE4 activity blocks meiosis in bovine oocytes [35]. In our study, several genes encoding PDEs were found to be similarly expressed in mice and bovine. Thus, mRNA level of Pdea4 and Pde6d (OG_10100 and OG_11911) increased during maturation, and that of Pde5a and Pde7a (PL_10380530) decreased. Similarly, ERβ transcript (OG_11926) is down regulated between C1 and C2 stage in bovine and mouse cumulus in the present study in agreement with previous reports demonstrating a predominant expression of this ER isoform in small rodent preovulatory follicles [36,37] and a down-regulation by gonadotropins [36]. Such a regulated pattern of expression was also reported in bovine follicles [32].

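The cow members of these groups were PDE9A, PDE6D, PDE2A and PDE7B. PDE9A (A_73_112771) rose by 1.73 over C1 (SE 0.29, adjusted p = 0.000108) and by 1.38 over NC1 (adjusted p = 0.000974), with all 5 C2 arrays above the others. PDE6D (A_73_111670) rose by 0.79 over NC1 (SE 0.16, adjusted p = 0.000585), and its rise of 0.49 over C1 did not pass the threshold (adjusted p = 0.0178) except without C1 replicate 6, where it was 0.59, and with array weights, where it was 0.60. PDE2A (A_73_108373), well above background on 4 of 5 C2 arrays, changed by -2.20 against C1 (SE 0.43, adjusted p = 0.000484) and by -2.54 against NC1. With normexp background correction these changes were -0.73 and -0.91 and still passed the threshold, so that the direction of the fall held and its size did not. PDE7B (A_73_112141) changed by -1.01 against NC1 (SE 0.24, adjusted p = 0.00235), a call that was lost with array weights (-0.88), with the replicate block and with the close C2 replicates averaged, and by -0.70 against C1 (adjusted p = 0.0244), which passed the threshold with 75th percentile scaling (-0.83), quantile normalization (-0.72) and the mean over the gene's probes (-0.93).
Probes with the names used in the text were looked up as well. PDE4A (A_73_117657) changed by -0.13 against C1 (SE 0.25, adjusted p = 0.71) and by 0.27 against NC1 (adjusted p = 0.412). The brighter probe of PDE5A (A_73_103508) rose from 1.51 ± 0.94 (SD, n = 6) at C1 to 7.55 ± 1.60 (SD, n = 5) at C2, a change of 6.04 (SE 0.59, adjusted p = 2.86e-07). The dimmer PDE5A probe (A_73_115082) was well above background on 5 of 5 C2 arrays and on none of the C1 arrays, and was at least 9.90-fold higher at C2 than at C1. PDE7A (A_73_116191) changed by -0.03 against C1 (SE 0.30, adjusted p = 0.946) and by -0.11 against NC1 (adjusted p = 0.798).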

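Cow ESR2 (A_73_112980), which encodes ERβ, was at 3.44 ± 0.24 (SD, n = 6) on the log2 scale at C1 and 0.50 ± 0.66 (SD, n = 5) at C2, a change of -2.93 (SE 0.26, adjusted p = 6.8e-08). At NC1 it was at 3.99 ± 0.34 (SD, n = 6), and the change from NC1 to C2 was -3.49 (adjusted p = 9.32e-09). All 5 C2 arrays lay below the C1 and the NC1 arrays.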

### Tetrapods

Among the genes exhibiting a conserved profile during oocyte developmental competence acquisition, some were previously known to play an important role as illustrated hereafter. This further validates the approach used in the present study. For instance, growth hormone receptor (Ghr) has been shown to be expressed in ovarian follicles in many vertebrate species and involved in folliculogenesis, particularly by promoting secondary follicle growth and antrum formation in mammals as shown in cases of Ghr deficiency in cow [38] and in mice [39] (see [40] for review). In the present study, the corresponding transcript (OG_10283) was highly expressed in NC1 and or C1 stage granulosa cells and was down-regulated in C2 stage in the 3 tetrapod species. These observations are in full agreement with previous reports in cow, mice and even fish. Indeed, a study conducted at the protein level in rainbow trout showed that ovarian growth hormone receptor concentration was high during the early phases of follicular development and subsequently decreased during oocyte and follicular growth to reach a minimal value during oocyte maturation [41].

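The brighter of the 2 valid GHR probes of the cow (A_73_108723) had a log2 scaled signal of 3.79 ± 0.32 (SD, n = 6) at NC1, 3.88 ± 0.20 (SD, n = 6) at C1 and 2.67 ± 0.73 (SD, n = 5) at C2. It changed by -1.20 against C1 (SE 0.27, adjusted p = 0.00142), with all 5 C2 arrays below the C1 arrays, and by -1.11 against NC1 (adjusted p = 0.00265), with 4 of 5 C2 arrays below every NC1 array (2-sided exact permutation test, p = 0.013). The change against NC1 did not pass the threshold with array weights, where it was -0.82, nor with normexp background correction, where it was -0.84, nor in a fit of only the 2 groups. The dimmer probe (A_73_109592) changed by -0.96 against C1 (SE 0.37, adjusted p = 0.0468) and by -2.04 against NC1 (adjusted p = 0.000278).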

In addition to genes known to participate in ovarian functions, our study also shed light on a large number of molecular actors for which a role in ovarian physiology was previously unsuspected or poorly investigated. This is for instance the case of a decoy TNF receptor gene up-regulated at C2 stage (Tnfrsf23; OG_10201, Figure 4). The importance of the TNF system in folliculogenesis is well known and many TNF ligands and “classical” receptors are differentially regulated during oogenesis in a wide variety of vertebrate species [42-44]. Although the precise role of Tnfrsf23 in the mammalian ovary remains uncharacterized, it is thought to be a decoy TNF receptor [45]. Decoy TNF receptors have the ability to bind TNF ligands without inducing cell death. Interestingly, alternatively spliced variants of Tnfrsf23 are expressed in the chicken ovary [46] and a decoy TNF receptor was found to be differentially expressed in the fish ovary during final oocyte maturation [47]. An increased expression of a set of genes, including sphingomyelin synthase 1 (Sgms1), syntaxin 1A (Stx1a), and Pacsin3, which are implicated to a different extent in exo/endocytosis and protein trafficking, was also observed in our study, particularly at C2 stage (Figure 4). To the best of our knowledge, none of these genes has ever been reported to play a role in ovarian follicle/oocyte development. Sgms1, by regulating cellular levels of ceramide and diacylglycerol, can affect the proliferation/apoptosis balance and it has only been shown to participate in TNF-mediated apoptosis in Chinese Hamster Ovary cells [48]. Stx1a is rather expressed in neurons while the expression of other syntaxins, such as Stx4a or Stx7/avalanche, has been reported in human granulosa cells or in drosophila follicle cells, respectively [49,50]. Finally, Pacsin3 besides its role in vesicular transport, membrane dynamics, and cytoskeleton organization also participates in addressing some ion channels and glucose transporters to the plasma membrane [51]. In the present study, down-regulation of a cornichon-related gene (Cnih2 also known as Cni1) expression was evidenced in the somatic compartment during oocyte competence acquisition in the 3 tetrapod species (Figure 4). Cornichon (Cni) proteins have been studied in *Drosophila* and Yeast, Cni being involved in *Drosophila* embryo polarization [52]. Four genes exist in vertebrates (named *Cnih*, *Cnih2*, *Cnih3*, and *Cnih4* in the mouse). Recent evidence suggested that metazoans cornichon proteins have a similar subcellular localization and regulate transport of TGFα family ligands [53]. The transcripts of Cnih are highly abundant in full grown oocyte and unfertilized egg in mice. A role in ovarian follicular regulation has, however, never been reported in any vertebrate species to date. Interestingly, Cni plays an important role in *Drosophila* oogenesis and more specifically in a signal transduction pathway that transmits information between the germline cells and the somatic follicle cells of the ovary [54]. Together, these observations suggest an important, yet unsuspected, role of the Cnih family in the somatic compartment of the follicle during oocyte competence acquisition in tetrapods.

Finally, up-regulation of Tribbles homolog 1 (Trib1) was evidenced herein during oocyte maturation (i.e. between C1 and C2 stages) in surrounding somatic cells (Figure 4). Trib1 belongs to a family of genes (Tribbles 1, 2, 3, and 4) that has been implicated in the development of many diseases including cancers (reviewed by Kiss-toth [55]); for instance, Trib1 is involved in the onset of acute myeloid leukemia (AML) by regulating C/EBP transcription factor levels and activity through a MAPK (MEK1/ERK)-dependent pathway [56], but is also associated with hyperlipidemia [57]. Interestingly, Yamamoto et al. [58] have observed that Trib1-deficient drosophila and mouse females are infertile; in drosophila, such a phenotype is likely due to the fact that Trib1 has been shown to regulate migration of a cluster of ovarian follicle (epithelial) cells, called border cells, leading to micropyle formation required for oocyte fertilization. In this case, Trib1 function would also involve a post-translational regulation of the drosophila C/EBP homologue, slbo [59]. In mammals, the mechanisms underlying Trib1 participation in ovarian folliculogenesis and oocyte development remain however to be elucidated.

Together, our results demonstrate that tetrapods share a large number of common molecular actors from somatic origin that have similar expression profiles during developmental competence acquisition. This suggests that many conserved mechanisms exist in the ovary that are required or important for the acquisition of a full developmental competence. We also showed that many of the new players presently identified in the context of oocyte competence acquisition in our study were previously unstudied in the ovary and deserve further investigations. Finally, our results reveal that some of the important molecular actors from somatic origin found in tetrapods are also shared by some non-vertebrate metazoan species. This suggests that some of the key signals from somatic origin involved in oocyte developmental competence acquisition would be shared, not only by vertebrates, but also by metazoans.

### Vertebrates

Among the four vertebrate species studied, a total of 42 groups of orthologous genes could be identified that shared similar expression profiles. As for tetrapods, our study shed light on novel molecular players from somatic origin. This is for instance the case of the kelch family for which different members are differentially expressed, depending on the species. The Kelch protein was initially discovered in *Drosophila* in which it is known to play an important role during oogenesis and more specifically in the communications between somatic cells and oocyte. Such communications are required for the development of a normal oocyte and mutation of *kelch* leads to female infertility [60]. The kelch protein family is a large multigenic family and over 30 Kelch-like proteins (KLHL) exist in humans. A comprehensive picture of the entire family is however currently lacking in vertebrates and little is known about the role of Kelch proteins during oogenesis. Our results, evidencing a conserved regulation of Kelch gene expression in the somatic compartment are thus extremely original and suggest an evolutionary-conserved important role of kelch proteins in the development of a normal oocyte in insects and vertebrates. Our results are also consistent with the abundant expression of *KLHL5* previously reported in human ovary [61].

Similarly, the Krüppel-like factor (KLF) is also a large multigenic family named after the *Drosophila* Krüppel protein and 17 *KLF* genes can be found in the human genome [62,63]. The KLFs are transcription factors that regulate a wide variety of biological processes including proliferation, growth, development, survival, and responses to external stress (see [63] for review). Their role in reproductive functions has, in contrast, received very little attention. In the present study, we report the up-regulation of Klf13 mRNA expression during oogenesis in the four species. This pattern is consistent with the previous report of Klf13 mRNA expression in swine granulosa cells [64]. In addition, several Klf genes were reported to be differentially expressed in the ovarian follicle under normal or pathological conditions [65-67]. Together, this suggests an important role of the KLF family in vertebrate oogenesis and a conserved pattern of Klf13 expression in the somatic compartment during intrafollicular competence acquisition.

Finally, we have chosen to highlight the up-regulation of genes belonging to the Adamts1 (a disintegrin and metalloproteinase with thrombospondin like repeats 1) OrthoMCL group at C2 stage in the four vertebrate species studies. In mammals, Adamts1 plays an important role during ovulation in mammals to prepare the oocyte for fertilization [68]. Such role in the inflammatory-like ovulatory process is in agreement with the profiles reported here in mice and cow. In non-mammalian vertebrates, the mechanisms underlying ovulation are less documented. The inflammatory nature of the ovulatory process has, however, been established in fish [69]. The present work strongly suggests that the important role played by Adamts1 in mammals to prepare the oocyte for fertilization would also be found by non-mammalian vertebrates.

Together, the observations made in the 4 vertebrate species studied further support the results obtained in the 3 tetrapod species that suggest that some of the key signals from somatic origin involved in oocyte developmental competence acquisition would be shared, not only by vertebrates, but also by metazoans.

## Conclusions

In the present work, we have developed a vertebrate-wide transcriptomic analysis of the contribution of the somatic compartment at key stages of oocyte developmental competence acquisition. Our approach has led to the identification of a large number of species-specific differentially expressed genes and a surprisingly high number of orthologous genes exhibiting similar expression profiles in evolutionary distant species among tetrapods and among vertebrates. Our study demonstrates the usefulness and power of a parallel transcriptomic analysis performed in evolutionary distant vertebrate species to identify evolutionary-conserved mechanisms.

Among the evolutionary conserved participants in developmental competence acquisition are genes involved in key processes such as cellular energy metabolism, cell-to-cell communication, and meiosis control. In addition, our results shed light on novel molecular signals from somatic origin during vertebrate oogenesis, some of them being also shared by non-vertebrate species. Together, our results suggest an important role of some conserved molecular mechanisms from somatic origin in oocyte developmental competence during the oogenetic process in vertebrates. Our results also strongly suggest that some of the key players from somatic origin involved in oocyte developmental competence acquisition would be shared, not only by vertebrates, but also by metazoans. The conservation of these mechanisms during vertebrate evolution further emphasizes the important contribution of the somatic compartment to oocyte developmental competence acquisition during oogenesis and paves the way for future investigations aiming at better understanding what makes a good egg.

## Methods

### Animal care and tissue collection

Investigations and animal care were conducted in compliance with French and European regulation on the care and use of laboratory animals. Procedures were approved by the Agricultural and Scientific Research Government Committee (approval A37801) in accordance with the guidelines for Care and Use of Agricultural Animals in Agricultural Research and Teaching and by the Rennes Ethics Committee for animal use (approval R-2010-FC-01). As indicated above, the aim of the present work was to sequentially study the molecular signals of somatic origin at critical steps of oocyte development in 4 vertebrate species. To achieve this objective, the somatic cells surrounding the oocyte were sampled in the 4 studied species at the following stages: developmentally incompetent or poorly competent prophase I oocytes (NC1 oocytes), developmentally competent prophase I oocytes (C1 oocytes), and developmentally competent metaphase II oocytes (C2 oocytes).

### Rainbow trout (*Oncorhynchus mykiss*)

Twenty eight adult rainbow trout females (*Oncorhynchus mykiss*) from an autumn-spawning strain were obtained from the INRA/PEIMA fish farm (Sizun, France) and transferred into a re-circulated water system. Before sampling, fish were deeply anaesthetized in 0.03% (v/v) 2-phenoxyethanol in water and subsequently euthanized Ovaries were then dissected out of the body cavity under sterile conditions. In rainbow trout, all vitellogenic follicles (i.e. 2000–3000 per kg of body weight) develop simultaneously in the ovary. It is thus necessary to sample ovarian follicles from different females to obtain follicles at successive steps of development. To do so, ovaries were sampled at successive stages of ovarian development throughout reproductive season. For each sampled ovary, the maturational competence of follicle-enclosed oocytes was assessed using an *in vitro* oocyte maturation assay as previously described [70]. NC1 follicles were sampled from late vitellogenic females in which meiosis resumption could not be triggered using LH rich partially purified gonadotropin (PPG) [71]. C1 follicles were sampled from post-vitellogenic females in which oocyte maturation can be triggered using PPG. As previously demonstrated, the oocytes obtained following gonadotropin-induced oocyte maturation can be subsequently fertilized [11]. C2 follicles were obtained from maturing females in which follicle-enclosed oocyte had resumed meiosis. In addition, 2 post-vitellogenic females in which follicle-enclosed oocytes spontaneously resumed meiosis in culture without any hormonal stimulation were incorporated into the C2 group. For all studied stages, individual ovarian follicles were dissected as previously described in rainbow trout [11,70], and the follicular envelopes removed using forceps. NC1, C1, and C2 follicles were sampled from 6, 14, and 8 different females, respectively. Samples originating from several females of each studied stages were fixed and used for subsequent histological analysis to demonstrate the presence of both granulosa and theca layers in the samples used for microarray analysis.

### *Xenopus* (*Xenopus laevis*)

Ovarian pieces were surgically removed from six *Xenopus* anaesthetized adult females (*Xenopus laevis*), purchased from NASCO (Fort Atkinson, WI, USA). In *Xenopus*, the different stages of follicular development (I-VI; [72]) are simultaneously present in the ovary, in contrast to rainbow trout. For the microarray analysis, NC1 follicles were sampled at stage IV, while C1 follicles were sampled at stage VI as described below. Eighty to 100 *Xenopus* stage IV (stage IV, 800-μm diameter) and around 50 stage VI (stage VI, 1200-μm diameter, in prophase I of meiosis) ovarian immature follicles were manually isolated in OR2 buffer (83 mM NaCl, 2.5 mM KCl, 1 mM CaCl_2_, 1 mM MgCl_2_, 1 mM Na_2_HPO_4_, 5 mM HEPES, pH 7.4) from ovarian pieces of each female.

In order to obtain follicle-enclosed oocytes in metaphase II of meiosis (C2 follicles) from the same females, gonadotropin-induced maturation was induced *in vitro* by further incubating immature stage VI follicles for 15 h at room temperature in OR2 buffer supplemented with 40 IU/mL of human chorionic gonadotropin (hCG; Organon, Puteaux, France). After the incubation period, the meiotic competence of the oocytes was assessed by direct observation of germinal vesicle breakdown (GVBD) under a stereomicroscope reflected by the appearance of a white spot on the animal pole of the follicle-enclosed oocytes. At all sampled stages, the envelopes of follicular cells (i.e. granulosa and theca) surrounding the oocytes were then manually recovered after a 30-min treatment with collagenase (type 1A, 275 IU/ml; Sigma-aldrich) in calcium-free OR2 buffer, rinsed in PBS. Cell pellets were snap-frozen in liquid nitrogen and stored at −70°C until RNA extraction.

### Cow (*Bos taurus*)

NC1 cumulus-oocytes complexes (COCs) were recovered by aspiration of 3–6 mm ovarian follicles from 6 individual prepubertal 3–6 months calves. COCs recovery was performed post mortem in a commercial slaughterhouse. C1 COCs were obtained from 6 adult cows using the same procedure. C2 COCs, enclosing developmentally competent oocytes, were recovered by ovum pick up (OPU) from large pre-ovulatory follicles of 5 cycling, non-lactating Holstein cows from INRA local farm setting following a previously described FSH-based super-ovulation protocol [2]. Briefly, after post-mortem ovarian aspiration, only COCs with several layers of compact cumulus cells surrounding the oocyte were selected to collect immature cumulus cells (CC) samples. To obtain *in vivo* matured COCs, adult cows were synchronized by progestagen ear implants (Crestar® method; Intervet, France) and then superovulated with porcine FSH/LH Stimufol preparation (SPRL Reprobiol, Liege, Belgium), given as two daily injections over four days in a decreasing schedule (total dose of 400 μg/animal in 7 doses). On the 5^th^ dose of FSH, a prostaglandin F2α injection was given and OPU was performed 60 h after prostaglandin injection. COCs were recovered by OPU from follicles with a diameter greater than 8 mm by transvaginal aspiration under the control using ultrasound echography. Only COCs with expanded cumulus enclosing mature oocyte were selected. Cumulus cells were mechanically separated from the oocytes rapidly after collection, then precipitated by centrifugation and then kept frozen at −80°C until RNA extraction. The meiotic status of mature oocytes was determined by chromatin labelling with Hoechst33342 (Sigma, 1 μg/mL), followed by microscopic observation.

### Mouse (*Mus musculus*)

NC1 and C1 unexpanded cumulus-oocytes complexes (COCs) were isolated from 5 groups of B6CBAF1/J mice (4–5 per group; Charles River Laboratories, Larbresle cedex France) at 3- and 8-week of age, respectively. COCs were removed from ovaries by puncturing large follicles in M2 culture medium (Sigma-Aldrich, St-Quentin Fallavier, France). C2 mature expanded COCs were obtained from 8-week-old mice (5 groups of 4 females) first primed for 48 h with a single peritoneal injection of 5 IU pmsg (Merck chemicals, Nottingham, UK) followed by 16-hr ovulatory stimulus of 5IU hCG (Schering Plough, Courbevoie, France). In the latter case, COCs flushed from the excised oviduct ampullas were transferred into M2-droplets containing 300 μg/ml of hyaluronidase (Sigma-Aldrich) for a few seconds to disperse granulosa cells. In all cases, media containing granulosa cells after oocyte denudation and elimination were centrifuged at 900 *g* and cell pellets rinsed in PBS before snap-freezing in liquid nitrogen and storage at −70° until RNA extraction.

### RNA extraction and microarray analysis

Total RNA was extracted as previously described [70] using Tri-reagent and following manufacturer’s instruction. The total RNA yield was estimated using a Nanodrop ND-1000 spectrophotometer (Labtech, Palaiseau, France) and RNA integrity was checked with an Agilent Bioanalyzer (Agilent Technologies, Massy, France). Rainbow trout gene expression profiling was conducted using an Agilent 4X44K high-density oligonucleotide microarray designed by Salem and coworkers. (GEO platform # GPL6018) [73]. Labeling and hybridization steps were performed following the “One-Color Microarray-Based Gene Expression Analysis (Quick Amp labeling)” Agilent protocol. Briefly, for each sample, 300–350 ng of total RNA was amplified and labeled using Cy3-CTP. Yield (>1.65 μg cRNA) and specific activity (> 9 pmol of Cy3 per μg of cRNA) of Cy3-cRNA produced was checked with the Nanodrop. 1.65 μg of Cy3-cRNA was fragmented and hybridized on a sub-array. Hybridization was carried out for 17 hours at 65°C in a rotating hybridization oven prior to washing and scanning with an Agilent Scanner (Agilent DNA Microarray Scanner, Agilent Technologies, Massy, France) using the standard parameters for a gene expression 4×44K oligoarray (5 μm and 20 bits). Data were then obtained with the Agilent Feature Extraction software (10.5.1.1) according to the appropriate GE protocol (GE1_105_Dec08). Before analysis, saturated spots, non-uniform spots and spots not significantly different from background (k=5) were flagged using the Agilent GeneSpring GX software (10.0.2). Probes were considered valid when corresponding spots remained present in at least 80% of the replicates of each experimental condition after the flagging procedure. Data were subsequently scale-normalized using the median value of each array.

For *Xenopus*, Bovine, and Mouse the microarray analysis was carried out as described above for rainbow trout and using Agilent available designs (GEO platform # GPL11258, GPL9712, and GPL10333, respectively).

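On the bovine arrays, no spot was marked as saturated, and the highest signal of an array lay between 232096 and 433352. Between 6 and 91 spots per array (median 40) were non-uniform, and 0 to 2 were outliers among the spots of their probe. Of the 21475 probes, 13865 were present on at least 80% of the arrays in each of the 3 stages, 15256 in at least 2 stages, 16542 in at least 1 stage and 13108 on every array. The authors' deposited table of normalized values holds 15256 probes, those present in at least 2 stages. Of these, 1391 were present in 2 stages only. The median of all valid probes changed between C2 and NC1 by 0.11 on the log2 scale after scaling by the array median and by -0.04 after scaling by the 75th percentile. Between C2 and C1 it changed by 0.02 and by -0.11. Between C1 and NC1 it changed by 0.05, and by 0.20 with normexp background correction.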

### Reverse transcription and real-time PCR analysis

In *Xenopus*, reverse transcription (RT) was performed from 500 ng of total RNA from somatic follicular cells originating from different individuals (N=4 for all groups) using 200 units of SuperScriptIII™ reverse transcriptase (Invitrogen, Cergy Pontoise, France) and 500 ng random hexamers (Promega) in a reverse transcription master mix containing 2 mM dNTPs, 50 mM Tris–HCl, 75 mM KCl, 3 mM MgCl2, 10 mM dithiothreitol, pH 8.3. In the mouse, RT was performed as described above using 350 ng of total RNA from cumulus cells (N=4 pools originating from different individuals for all groups). Twenty units of RNase inhibitor (RNasin, Promega) were added to the reaction. RNA and dNTPs were denatured for 5 min at 65°C, and then chilled on ice before addition of reverse transcription master mix. Reverse transcription was performed at 25°C for 7.5 min then at 50° for 1 h followed by a 15-min incubation step at 70°C. For both species, control reactions were run without reverse transcriptase and used as negative controls in the real-time polymerase chain reaction (PCR) study for all target genes. QPCR was done using the ABI PRISM 7000 real-time PCR system (Applied Biosystems, Foster City, USA). Reverse transcription products were diluted to 1/20 for both *Xenopus* and mouse. Triplicates were run for each RT product. Real-time PCR was performed using a real-time PCR kit provided with a SYBR Green fluorophore (Power SYBR Green Master Mix, Applied Biosystems). Primer concentration was 300 nM for 18S and 600 nM for all other genes (see Additional file 8 for primer sequences). The hot start enzyme was activated 10 min at 95°C, then the amplification was carried out using the following cycle: 95°C for 15 sec; 60°C for 1 min; 40 times. A pool of reverse transcribed RNA was serially diluted and used to calculate a standard curve. For all studied genes, 18S was used as internal standard to normalize the signal.

In rainbow trout, RT was performed using 1.5 μg of total RNA from follicular layers originating from different individuals (NC1, N=6; C1, N=17; C2, N=7). Quantitative real-time PCR (QPCR) analysis was carried out as previously described in this species with minor modifications [74]. In cow, RT was performed using 400 ng of total RNA from cumulus cells (N=5 pools originating from different individuals for all groups) and QPCR carried out as previously described with minor modifications [75].

### Data analysis

Statistical analysis was carried out in GeneSpring using a one factor ANOVA to identify differentially expressed genes among ovarian developmental stages. A Benjamini-Hochberg correction was applied (p-value<0.01). The identification of orthologous groups among 2, 3, or 4 of the studied species was performed using OrthoMCL [21,76] and only applied to the previously identified differentially expressed genes. Because no reference genome is available in rainbow trout, corresponding Refseq sequences were obtained from the zebrafish (*Danio rerio*) using a reciprocal best blast hit strategy. Corresponding zebrafish, *Xenopus*, mouse, and cow full length protein sequences were subsequently used for the identification of orthologous groups with OrthoMCL. The orthologous genes found in 2, 3, or 4 species were subsequently screened in order to identify genes of the same group of orthologs exhibiting a similar significant differential expression between at least 2 of the 3 assayed developmental stages (NC1, C1, and C2). In each species, clustering analysis was subsequently carried out using CLUSTER and TREEVIEW softwares as previously described [77]. Gene ontology (GO) analysis was carried out as follows. We performed GO enrichment analysis using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) webservice ( http://david.abcc.ncifcrf.gov/) [78], which employs a Fisher's Exact Test. Briefly, the goal is to identify annotation terms and pathways significantly enriched in each gene set compared to a background list (here we used total genes list as background). Kyoto Encyclopedia of Genes and Genomes (KEGG) database was chosen to analysis of pathways enrichment scores. Corrected p-value cut-off of 0.05 was used to obtain functional categories and KEGG pathways for each analysis.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

CC carried out the microarray study and the statistical analysis and participated in data analysis. JM participated in microarray analysis, *in silico* analysis and data mining. TN participated in rainbow trout sample collection and carried out corresponding RNA extraction and QPCR. DB carried out bovine sample collection, subsequent RNA extraction, and QPCR. LRP participated in *Xenopus* and Mouse sample collection and corresponding RNA preparation. AL participated in RNA preparation and microarray analysis. FM participated in the *in silico* analysis. OC and PP carried out the OrthoMCL analysis. JB, FC, PP, and SU conceived the study, participated in sample collection, microarray analysis, QPCR, data analysis and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Differentially expressed genes in trout, *Xenopus*, cow, and mouse.** For each species, probe name and corresponding oligo sequence are shown for all differentially expressed spots. The corresponding normalized expression values are given for all studied samples. For each sample, the corresponding group -developmentally incompetent or poorly competent prophase I oocytes (NC1), developmentally competent prophase I oocytes (C1), or developmentally competent metaphase II oocytes (C2)- is indicated. Data from different species are displayed in separate datasheets. All corresponding data were submitted to Gene Expression Omnibus database under # GSE36617. Click here for file

Additional file 2 **RefSeq accession numbers used for the OrthoMCL analysis.** For each species, the probe names and corresponding NCBI RefSeq accession numbers used for the OrthoMCL analysis are displayed. Data from different species are displayed in separate sheets of the file. For rainbow trout, the corresponding zebrafish protein accession numbers used in the analysis are shown. Click here for file

Additional file 3 **Orthologous trout and *Xenopus*genes exhibiting a similar expression profile.** For each OrthoMCL group of orthologous genes, corresponding RefSeq accession numbers and description are shown. Data from different species are displayed in separate datasheets. Click here for file

Additional file 4 **Pathways.** DAVID-defined KEGG pathways annotation categories for the lists of genes similarly expressed in non-mammalian species (A), mammals (B), tetrapods (C) and in all four analysed species (D). For each set of common differential genes, list of all genes present on mice AgilentV2 microarray was used as a background. Analysis reported the score and p-value of enrichment of GO terms related to different pathways in each genes set. For differentially expressed genes common to *Xenopus* and trout (A), a zebrafish and a *Xenopus laevis* background were used. Click here for file

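In the cow sheet the same accession can stand more than once, so that 1214 entries correspond to 1191 accessions, and 1120 of the entries have an accession with a probe that differed among the 3 stages on the arrays. On the bovine array 61 of the accessions had several valid probes. For 1 accession, valid probes past the threshold changed in opposite directions at C2.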

Additional file 5 **Orthologous mouse and cow genes exhibiting a similar expression profile.** For each OrthoMCL group of orthologous genes, corresponding RefSeq accession numbers and description are shown. Data from different species are displayed in separate datasheets. Click here for file

Additional file 6 **Orthologous *Xenopus*, cow, and mouse genes exhibiting a similar expression profile.** For each OrthoMCL group of orthologous genes, corresponding RefSeq accession numbers and description are shown. Data from different species are displayed in separate datasheets. Click here for file

Additional file 7 **Orthologous trout, *Xenopus*, mouse and cow genes exhibiting a similar expression profile.** For each OrthoMCL group of orthologous genes, corresponding RefSeq accession numbers and description are shown. Data from different species are displayed in separate datasheets. Click here for file

Additional file 8 **QPCR primers.** The primer sequences are shown for all the genes analyzed using QPCR. For each OrthoMCL group, the accession numbers and primer sequences used in each species are shown. Click here for file

Additional file 9 **QPCR validation of specific gene expression profiles.** Expression profiles of specific genes in somatic follicular cells during oocyte developmental competence acquisition: developmentally incompetent or poorly competent prophase I oocytes (NC1), developmentally competent prophase I oocytes (C1), and developmentally competent metaphase II oocytes (C2). Expression values were normalized using 18S in rainbow trout, Xenopus and mice, and using RPL19 in cow. 

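On the arrays, cow RPL19 (A_73_107444) had a log2 scaled signal of 9.61 ± 0.31 (SD, n = 6) at NC1, 9.73 ± 0.15 (SD, n = 6) at C1 and 9.58 ± 0.30 (SD, n = 5) at C2. It changed by -0.15 between C1 and C2 (SE 0.18, adjusted p = 0.53) and by -0.04 between NC1 and C2 (adjusted p = 0.889). Under the other scalings and background corrections the change against C1 lay between -0.28 and -0.08, and that against NC1 between -0.19 with 75th percentile scaling and 0.20 with normexp background correction, with no adjusted p under 0.05.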

Expression profiles obtained in the microarray analysis are shown. (M). Click here for file

# Supplementary material for: Oocyte-somatic cells interactions, lessons from evolution
**Source:** BMC Genomics. 2012 Oct 19;13:560. doi: 10.1186/1471-2164-13-560
**Supplement:** Additional file 9 — QPCR validation of specific gene expression profiles. Expression profiles of specific genes in somatic follicular cells during oocyte developmental competence acquisition: developmentally incompetent or poorly competent prophase I oocytes (NC1), developmentally competent prophase I oocytes (C1), and developmentally competent metaphase II oocytes (C2). Expression values were normalized using 18S in rainbow trout, Xenopus and mice, and using RPL19 in cow. Expression profiles obtained in the microarray analysis are shown. (M).

## Slide 1
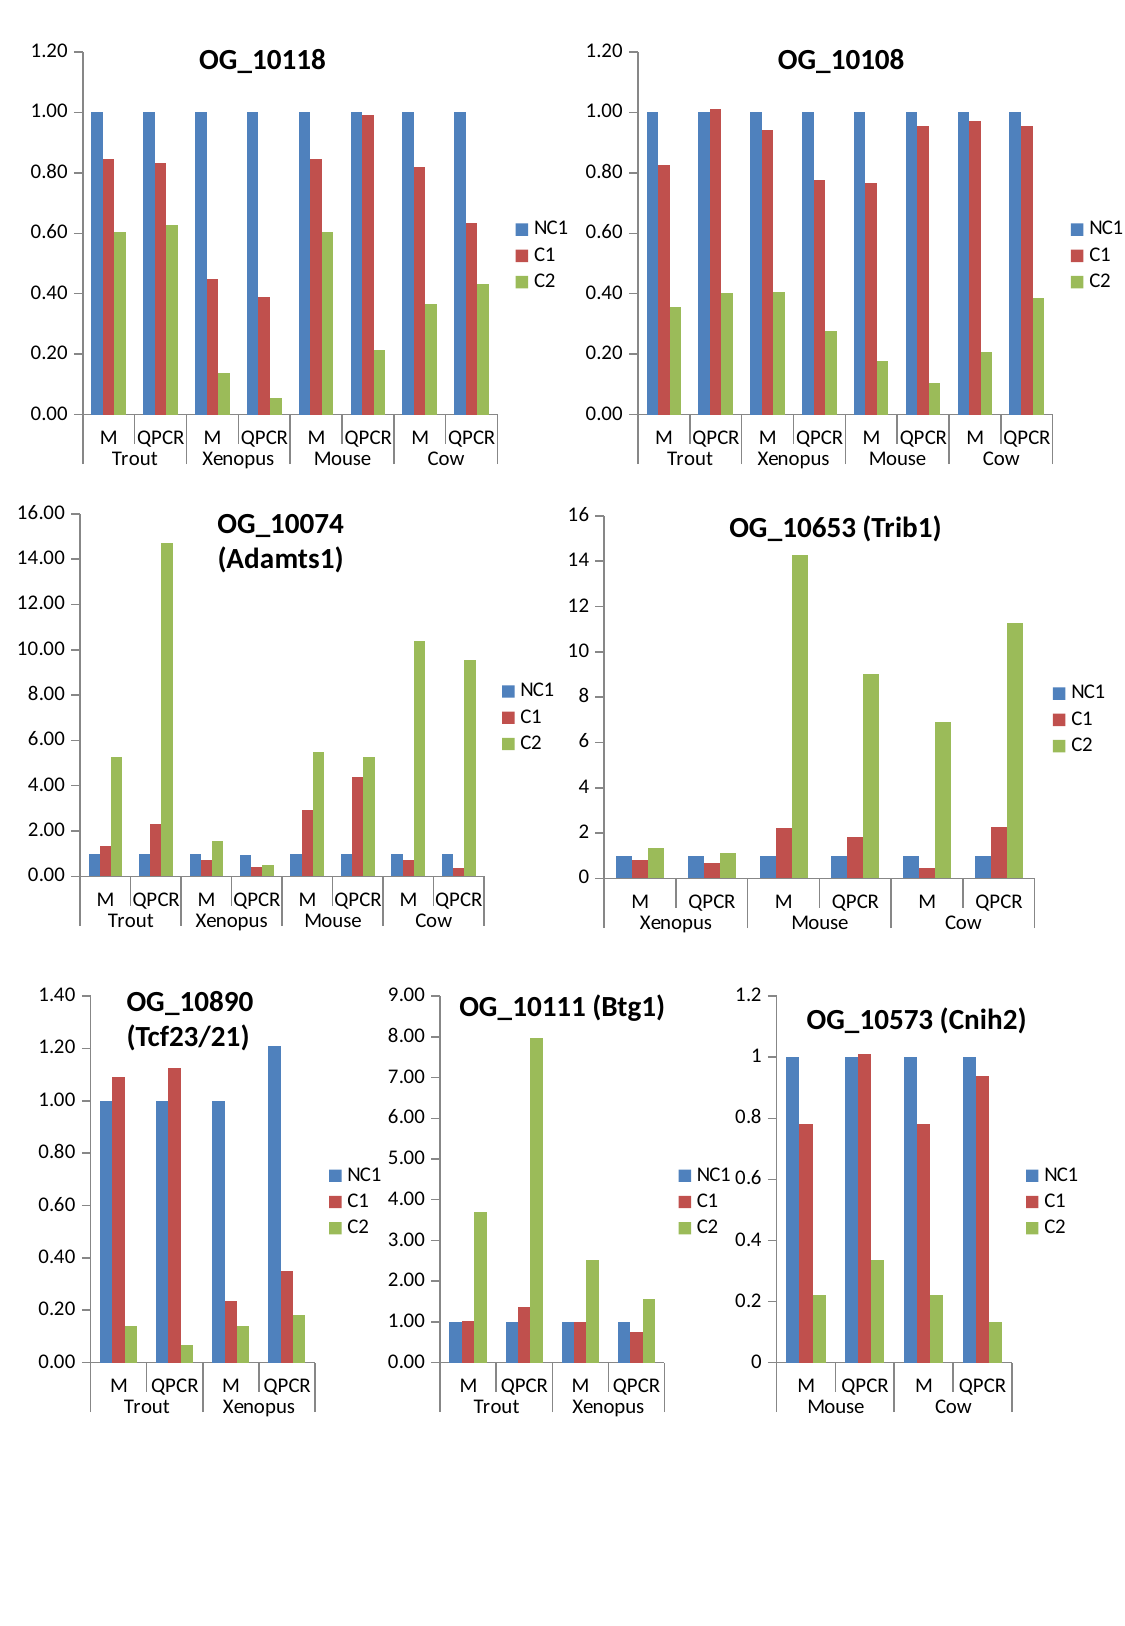

### Chart
| Category | NC1 | C1 | C2 |
|---|---|---|---|
| M | 1.0 | 0.8465547310584236 | 0.603662389228128 |
| QPCR | 1.0 | 0.8311547662177928 | 0.6274117181005714 |
| M | 1.0 | 0.4473734481626756 | 0.1373695598622268 |
| QPCR | 1.0 | 0.38888888888888884 | 0.05555555555555555 |
| M | 1.0 | 0.8465547310584236 | 0.603662389228128 |
| QPCR | 1.0 | 0.98989898989899 | 0.21212121212121213 |
| M | 1.0 | 0.8189300671279802 | 0.3660686369280992 |
| QPCR | 1.0 | 0.6354768431205158 | 0.4322367189019269 |OG_10118
### Chart
| Category | NC1 | C1 | C2 |
|---|---|---|---|
| M | 1.0 | 0.8275657542092494 | 0.3550280556441934 |
| QPCR | 1.0 | 1.01163744803731 | 0.4009332081192257 |
| M | 1.0 | 0.9433042038451894 | 0.4055627762477003 |
| QPCR | 1.0 | 0.7765957446808511 | 0.2765957446808511 |
| M | 1.0 | 0.7675506728216503 | 0.17588215281219877 |
| QPCR | 1.0 | 0.9552238805970149 | 0.10447761194029852 |
| M | 1.0 | 0.9719300565609574 | 0.20729388125578818 |
| QPCR | 1.0 | 0.9541529031089809 | 0.3863209260730575 |OG_10108
### Chart
| Category | NC1 | C1 | C2 |
|---|---|---|---|
| M | 1.0 | 1.3383377232485494 | 5.268720706043062 |
| QPCR | 1.0 | 2.288381123095932 | 14.732229188138902 |
| M | 1.0 | 0.7198862553444484 | 1.5437471122920052 |
| QPCR | 0.96 | 0.42 | 0.52 |
| M | 1.0 | 2.9370334237532587 | 5.495926975433954 |
| QPCR | 1.0 | 4.380281690140845 | 5.267605633802818 |
| M | 1.0 | 0.7323280180464626 | 10.391405412757129 |
| QPCR | 1.0 | 0.38381577034364733 | 9.563365113151159 |OG_10074 (Adamts1)
### Chart
| Category | NC1 | C1 | C2 |
|---|---|---|---|
| M | 1.0 | 0.8038442705130172 | 1.325113547782434 |
| QPCR | 1.0 | 0.6949152542372882 | 1.1186440677966103 |
| M | 1.0 | 2.2141617667766855 | 14.2641876156686 |
| QPCR | 1.0 | 1.8169014084507045 | 9.028169014084508 |
| M | 1.0 | 0.4447869914632465 | 6.886854624852234 |
| QPCR | 1.0 | 2.26 | 11.273894682232086 |OG_10653 (Trib1)
OG_10890 (Tcf23/21)
### Chart
| Category | NC1 | C1 | C2 |
|---|---|---|---|
| M | 1.0 | 1.092232041536892 | 0.13851052230391292 |
| QPCR | 1.0 | 1.1268897812781558 | 0.06605311220277105 |
| M | 1.0 | 0.23461239546552146 | 0.13922763346389502 |
| QPCR | 1.21 | 0.35 | 0.18 |
### Chart
| Category | NC1 | C1 | C2 |
|---|---|---|---|
| M | 1.0 | 1.0262270821885404 | 3.6959822491079013 |
| QPCR | 1.0 | 1.3743137251449553 | 7.98107963416603 |
| M | 1.0 | 1.0006279412703831 | 2.527436182863617 |
| QPCR | 1.0 | 0.7500000000000001 | 1.5555555555555558 |OG_10111 (Btg1)
### Chart
| Category | NC1 | C1 | C2 |
|---|---|---|---|
| M | 1.0 | 0.7819664212585737 | 0.2201846647435267 |
| QPCR | 1.0 | 1.0120481927710843 | 0.3373493975903615 |
| M | 1.0 | 0.7819664212585737 | 0.2201846647435267 |
| QPCR | 1.0 | 0.94 | 0.13226801497585028 |OG_10573 (Cnih2)

How the deposited data were processed for this re-analysis (not part of the article)

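Cow cumulus cells were measured at 3 stages. NC1 cells surrounded immature oocytes of 6 prepubertal calves, C1 cells surrounded immature oocytes of 6 adult cows, and C2 cells surrounded mature oocytes of 5 hormone-treated adult cows. Each of the 17 samples was hybridised to 1 Agilent bovine 1-colour array. The arrays of the other species were not analysed here. The sample labels describe the source as ovarian follicles, while the paper's methods describe cumulus cells separated from the complexes, and the paper's description was used. Samples were grouped by the stage and replicate number that their labels give. The replicate numbers were not taken as pairs, since the paper's methods describe different animals at each stage.

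The authors deposited linear intensity values for each spot, as written by Feature Extraction 10.5.1.1 after subtraction of background and detrending, with no scaling between arrays. The authors also deposited a table of log2 values, made in GeneSpring GX 10.0.2 from the same signals by scaling each array by its median. The header of this table gives a filter on probes present in at least 80% of samples in any 2 of 3 conditions, while the paper's methods ask for 80% of the replicates in each condition. On the files, the table held the 15256 probes that pass the first rule. The main results use the second rule, with 13865 probes. The values of the table lay above those computed from the spots by a median of 7.19 to 7.20 per array on the log2 scale. With this constant removed, 99% of the values of each array differed by less than 2.1e-06. The largest difference left on an array was between 1.06 and 4.27. The scanner marked no spot as saturated, and the median background of an array lay between 20 and 24 intensity units, with a median of 22.

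From the spots, log2 of the background-corrected signal was averaged over the spots of a probe. A probe was spotted 2 times (21465 probes) or 6 times (10 probes). Non-uniform spots and spots marked as outliers among their duplicates were left out of the average. Each array's median over the non-control probes was then subtracted. A spot was present when it was well above background, uniform and not saturated, and a probe was present on an array when at least 50% of its spots were. Ratios of a stage over NC1 are ratios of arithmetic means of the scaled signal before taking logs, with the SD over the arrays of the stage. Where a probe was not well above background on some arrays of a stage, limits of its change, chosen after the values were seen, set these arrays at the lowest signal that was well above background on the array, or at their own value where that was higher. SD is that between arrays of a stage, and SE is that of the fitted difference.

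The stages were compared in limma 3.58.1 (with statmod 1.5.0) in R 4.3.3 by its lmFit and eBayes functions, with the 3 stages in 1 fit. The moderated F over the stages and the 3 contrasts C2 against C1, C2 against NC1 and C1 against NC1 were adjusted by the Benjamini-Hochberg method over all valid probes, with a threshold of 0.01. Where a single gene was compared, a 2-sided exact permutation test of the difference of group means was run as well, and its smallest p is 0.00433 for 5 arrays against 6 and 0.00216 for 6 against 6. Profiles of the gene lists of Additional files 5, 6 and 7 were clustered by average linkage on 1 minus Pearson's correlation, into 2 clusters. The remaining steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

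Gene symbols come from a list that pairs RefSeq accessions and gene numbers with symbols. They were taken through the accession that the array's design gives for each probe, or else through the gene number in the array files. The other probes were named from the array files. The array files name no genome build, so no coordinates are given. The named genes are every gene or orthologous group that the paper names for the cow, through the cow accession its additional files give for the group. Where the cow member bears another name than the text, probes with the name used in the text were added. For each contrast, the 5 named genes with the largest rise and the 5 with the largest fall were added, among those past the threshold whose 2 groups of arrays do not overlap. The genes of the marker lists described next complete the rule. Where a gene has several valid probes, the one with the highest mean signal is given, and probes that differ from it in direction or call are named.

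Lists of marker genes of oocytes, leukocytes, red blood cells, endothelium, and theca and stroma, and lists of immediate early, heat shock, cumulus expansion, steroid synthesis, cholesterol synthesis, cell division and ribosomal protein genes were tested for the 3 contrasts. The steroid synthesis list also holds genes of other products, among them the inhibin subunits INHA, INHBA and INHBB and the receptor FSHR. limma's camera was used with a preset correlation of 0.01, beside fry and camera with an estimated correlation, and p was adjusted over the 36 tests of 12 lists and 3 contrasts with a threshold of 0.05. The range of a list's mean over the C2 arrays was compared with 10000 random lists of the same size, each gene drawn within 100 ranks of mean signal. The distance between 2 arrays is the SD of their log2 difference over the valid probes.

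The following alternatives were tried, 1 at a time. They were scaling by the 75th percentile, quantile normalization, normexp background correction with an offset of 50, the deposited table, presence in at least 1 stage, no filter, presence on every array, keeping saturated spots, the methods' one-factor test, limma's trend and robust options, array weights, a threshold of 0.05, fits with only the groups compared, the replicate number, the slide or the scan day as a block, the mean over a gene's probes, and leaving out each array in turn. These, the tests, the gene lists and the rule for named genes were chosen before the data were examined. Presence in at least 2 stages, the one-factor test with unequal spreads, the one-factor test with presence in at least 2 stages, averaging of the close C2 replicates, and the other valid probe of a gene were chosen after the values were seen. Labels of the arrays were exchanged in 100 drawn splits, the real one included. The tests were also run on simulated data with 200 probes changed by known amounts. Each probe was drawn independently of the others from its mean and its spread within each stage.

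The precision of every value is limited by the number of arrays. The orthologous groups of the paper were taken from its additional files and were not computed again. QPCR measurements are the paper's, and no files of them were used here.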

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

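The tests of leukocyte genes, brightness and labels for C2 replicate 2, of leukocyte genes for S100A4, of cell division and oocyte genes for the falls between NC1 and C1, and of scaling for the largest changes were chosen after these results were seen.

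In 186 groups of 5 or 6 arrays, 1 group for each named gene and stage, the array at either end was compared with the others by Dixon's ratio, the gap to the nearest array over the whole range. In 12 of them, 6.45%, the ratio passed the 95% critical value, where chance gives about 5%. Beside these, 12 groups of array measures were tested. The share is close to that of chance. Of the 12, however, 4 were on 1 array, C2 replicate 2, and these are weighed below. For the single genes on the other arrays, which come next, no biological explanation was tested.

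C1 replicate 6 was the highest of its stage in 3 genes. Its log2 scaled signal was 2.66 in LOC510798, where the nearest array was at 2.25 (ratio 0.711), 5.18 in PACSIN3 with the nearest at 4.24 (ratio 0.766), and 4.28 in KLHL5 with the nearest at 3.76 (ratio 0.662). NC1 replicate 3 was the highest in POGLUT1, at 2.37 with the nearest at 1.77 (ratio 0.685), and in HADH, at 1.96 with the nearest at 1.49 (ratio 0.653). NC1 replicate 5 was the highest in FST, at 10.87 with the nearest at 10.14 (ratio 0.749), and the lowest in AHSG, at -1.31 with the nearest at -0.23 (ratio 0.634). C1 replicate 3 was the lowest in RPL19, at 9.44 with the nearest at 9.70 (ratio 0.637). Without NC1 replicate 3, the change of HADH at C2 against NC1 was -0.58 and no longer passed the threshold.

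The share of spots well above background was highest among the C2 arrays on replicate 5, with 79.7% where the nearest array had 73.1% (ratio 0.724). C1 arrays reached 81.2%, so that the array lies within the range of the other stages.

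On C2 replicate 2, 4 genes were lowest of the stage. The log2 scaled signal was 6.45 in SAMD8, where the nearest array was at 7.64 (ratio 0.760), 1.18 in CTSS with the nearest at 3.00 (ratio 0.766), 7.94 in ITGB1 with the nearest at 8.42 (ratio 0.716), and -0.04 in S100A4 with the nearest at 3.46 (ratio 0.768). A dim array is argued against, as the share of spots well above background was 72.7% on this array and lower on another C2 array. A sample from an immature complex under a C2 label is argued against as well, since the smallest SD of the log2 difference from an NC1 or C1 array was 1.203, where these arrays differed from others of their stage by 0.754 at most. From C2 replicates 3 and 4 the array differed by 1.052 and 1.095, but from C2 replicates 1 and 5 by 1.252 and 1.229. These distances therefore do not argue against a sample that was only in part immature. The mean of the leukocyte genes was -1.15 on this array and 1.40 or more on the other C2 arrays, a difference of -2.55 from the next lowest. Fewer leukocytes in this sample are therefore a candidate explanation for a part of the low values on this array. The array was, however, also the lowest at C2 in genes that leukocytes do not explain, the immediate early (mean 4.45, next 5.68), cholesterol synthesis (5.49, next 6.57), steroid synthesis (3.99, next 4.80), heat shock (6.58, next 7.03), ribosomal protein (8.22, next 8.54) and endothelium genes (-1.72, next -1.49), so that a more general difference of this sample stays open. The genes of cell division were not lowest on this array, with a mean of 3.40 beside 0.76 and 1.16 on C2 replicates 1 and 5. Differences between the cows in maturation or in the response to the hormones stay open and were not tested.

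The text of the paper does not discuss the 6 genes that follow, although IHH, TNFAIP6 and S100A4 stand in the list of Additional file 5. TM4SF1 (A_73_104920) rose by 8.31 over C1 (SE 0.64, adjusted p = 1.47e-08) and IHH (A_73_109039) changed by -9.71 (SE 0.40, adjusted p = 9.27e-12). Over NC1, TNFAIP6 (A_73_106214) rose by 7.70 (SE 0.73, adjusted p = 1.93e-07) and SFRP4 (A_73_120817) changed by -6.72 (SE 0.64, adjusted p = 2.04e-07). In each of them all 5 C2 arrays lay beyond all arrays of the other stage (2-sided exact permutation test, p = 0.00433). Between C1 and NC1, S100A4 (A_73_118905) was higher at C1 by 4.67 (SE 0.66, adjusted p = 0.00549) and H1-2 (A_73_109656) changed by -1.91 (SE 0.28, adjusted p = 0.00649), in both with no overlap between the 6 and 6 arrays (2-sided exact permutation test, p = 0.00216). S100A4 lost the threshold with any of 8 arrays left out (NC1 replicate 1, 2, 5 or 6 or C1 replicate 1, 3, 4 or 6), with an adjusted p of up to 0.0206, while its change stayed between 4.49 and 5.14, and with the replicate block. H1-2 lost it with any of 9 arrays left out, NC1 replicates 1, 2, 5 and 6 and each C1 replicate but replicate 5, with a change between -2.05 and -1.71, and with the replicate and the slide block.

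Scaling or background correction is argued against as the source of these 6 changes, since each kept its direction and at least 78.2% of its size under every scaling and background correction tried. The lowest share was that of H1-2 with normexp. For S100A4, more leukocytes at C1 are argued against, as the median change of the leukocyte genes between NC1 and C1 was -1.04. Fewer dividing cells are not seen for H1-2, nor for H1-3 (A_73_101956), which changed by -1.64 (SE 0.24, adjusted p = 0.0058) and lost the threshold with the same blocks, as the genes of cell division did not differ between C1 and NC1 (camera adjusted p = 0.884), and the bright MCM2, MCM5 and MCM7 changed by -0.06, 0.14 and -0.01 (SE 0.23, 0.21 and 0.19), far less than the 2 histone genes. Less RNA from oocytes in the C1 samples is a candidate explanation for the falls. The oocyte genes were lower at C1 than at NC1 (camera adjusted p = 0.00252). Of the 5 brightest, ZP3 with -1.91, GDF9 with -2.81 and NLRP5 with -2.13 fell and KIT rose by 0.52, while CPEB1, the brightest, did not change (-0.02, SE 0.22, adjusted p = 0.994). The last goes against a loss of oocyte RNA, unless cumulus cells hold that transcript as well, which was not tested, and the explanation stays open. The call held in fry (adjusted p = 0.00361) and not with an estimated correlation (adjusted p = 0.154), and none of the 6 oocyte genes passed the threshold alone. Whether the histone genes themselves come from oocytes was not tested. The age of the animals, with follicles of the same size, is the difference that the design names and stays open, as does any difference of breed between calves and cows. At C2, follicle size, hormone treatment and the way of collection changed together with the stage, and their parts in the changes cannot be separated with these samples.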

How the results depend on the processing

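The filter on presence in at least 2 stages, alone and with the one-factor test, the test with unequal spreads, the averaging of the close C2 replicates 1 and 5, and 3 and 4, and the use of a gene's other valid probe were chosen after the result was seen.

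With the alternatives that change scaling, background, filter, test or threshold, the number of probes that differ among the stages lay between 1779 and 5820. The number between C2 and C1 lay between 2989 and 5742, with 1515 to 3116 probes higher and 1438 to 2626 lower at C2. Between C2 and NC1 it lay between 2880 and 5628, with 1508 to 3169 higher and 1199 to 2492 lower. These numbers stayed within 1.5 times of those reported under every alternative, except for the probes that differ among the stages with unequal spreads. There, 1779 probes differed among the stages with 1208 RefSeq accessions among them, 518 accessions of the mammalian list, 160 of the tetrapod list and 18 of the vertebrate list. On simulated data that test recovered 55.5% of the probes changed by 2 on the log2 scale between C2 and C1. Over the 3 stages, limma recovered 88.5% of them and the methods' one-factor test 82.5%. The cause of the lower numbers was not tested further. With the close C2 replicates averaged, 2851 probes differed among the stages, 2989 between C2 and C1 and 2923 between C2 and NC1.

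Of the 3969 probes reported, 3724 were also found with 75th percentile scaling, 3840 with quantile normalization, 3389 with normexp background correction and 3963 from the deposited table, and 3542 by the methods' one-factor test. The share of rises among the probes that changed depended on the scaling. Between C2 and C1 it was 54.4%, and 45.7% with 75th percentile scaling, 47.3% with quantile normalization and 49.8% with normexp. Between C2 and NC1 it was 55.3%, and 45.5%, 46.7% and 67.2%, the last from 2462 probes higher and 1199 lower. Whether more probes rose or fell at C2 is therefore not settled by these arrays. Without each array in turn, the number that differ among the stages lay between 3431 and 4290, that between C2 and C1 between 3357 and 4268, and that between C2 and NC1 between 3363 and 4160. The accessions found in the mammalian list lay between 972 and 1091, in the tetrapod list between 308 and 347 and in the vertebrate list between 42 and 46.

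The 8 probes between C1 and NC1 depended most on the processing. Their number was 19 with presence in at least 1 stage, 25 with no filter, 232 with array weights (59 higher and 173 lower at C1), 47 at a threshold of 0.05, 77 in a fit of only the 2 groups, and 2 with slide as a block. It was 6 with 75th percentile scaling, 9 with quantile normalization and 7 with normexp, of which 5, 7 and 4 were among the 8 reported, and all 8 were found with array weights. The share of rises was 12.5%, and 28.6% with normexp. The array weights lay between 0.292 and 0.854 on the C2 arrays and reached 3.45 on a C1 array. For the other changes of this number the cause was not tested. Without each array in turn it lay between 1 and 19. It was 1 without NC1 replicate 1, 2, 5 or 6 or without C1 replicate 6, 2 without C1 replicate 1, 3 or 4, 4 without C1 replicate 5, 13 without NC1 replicate 3 and 19 without C2 replicate 2.

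With the replicate number entered as a replicate block, 3049 probes differed among the stages, 3203 between C2 and C1 and 3088 between C2 and NC1. Between C1 and NC1 limma found 0 probes, with 1165 at an unadjusted p under 0.05 and 22 at an adjusted p under 0.05. The deviations from the stage mean of arrays with the same number in different stages had correlations, across genes, between -0.32 and 0.25 with a median of -0.07, so the numbers do not pair the arrays.

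Slide and scan day are argued against as the source of the differences among the stages. With slide as a block 3359 probes differed, and with scan day as a block 4087. Among 100 drawn splits of the arrays, the real one included, no other split gave as many probes as the real one in any of the 4 comparisons, so that 1 of 100 splits was as large, the smallest share that 100 splits can give. Chance can be excluded for the comparisons of C2 and of the 3 stages. For C1 against NC1 the real split gave 8 probes and every other drawn split gave 0. Any number above 0 would have ranked first, so this argues against chance for the presence of such probes and not for their number. That number fell to 0 with the replicate block and to 1 without single arrays, so that it says little about single probes.

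For the named genes with a valid probe, 106 changes were followed through the alternatives, with the lowest and the highest value from leaving out 1 array. Of these, 86 passed the threshold as reported, and 76 of the 106 kept their call in all of these values. Direction was counted only for changes past the threshold. Among the changes past the threshold, a change of direction was seen in 3, each with the gene's other valid probe in place of the brighter. LOC510798 then rose by 1.81 over C1 and by 1.77 over NC1, and KLF13 changed by -0.25 against C1. In each case the cause was not tested. Of the other values, 1312 kept their call, with the direction where it was counted, 59 lost the threshold and 16 gained it. Changes short of the threshold could change sign with the same probe. Against NC1, STX1A ranged from -0.05 to 0.34, PDE7A from -0.26 to 0.09 and RPL19 from -0.19 to 0.20. Against C1, PDE7A ranged from -0.16 to 0.02. Of the lowest and highest values with 1 array left out, 201 kept their call, 5 lost the threshold and 6 gained it. Normexp with its offset, which is added to every signal, made changes of dim probes smaller. PDE2A then changed by -0.73 against C1 and by -0.91 against NC1, and ITGB3 by -0.17 and -0.80.

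In the gene lists, 308 of the values under the alternatives kept their call, 10 gained and 6 lost the threshold of 0.05. The losses were all between C1 and NC1, for the immediate early, heat shock and cholesterol synthesis genes, with normexp and with no filter, and the adjusted p there lay between 0.113 and 0.286.

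The signal over background and the number of arrays limit what can be found. On simulated data with 200 of 13857 probes changed, limma recovered 0.5% of changes of 0.5 on the log2 scale between C2 and C1 and none between C1 and NC1, and 35.5% and 31% of changes of 1. Of changes of 2 it recovered 86.5% between C2 and C1, 84.5% between C2 and NC1 and 93% between C1 and NC1. Among the probes called at a change of 2, 9.42% were false between C2 and C1, 9.63% between C2 and NC1 and 0.535% between C1 and NC1. The lists of 15 genes changed by 1 were called in 10 of 10 cases by camera, by fry and with an estimated correlation, and fry also called 1 of 10 unchanged lists in both comparisons with C2. Each probe was simulated independently of the others, while the genes of a real list can vary together. These counts therefore do not show how the list tests perform on the real lists.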

Differences from the paper's values

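The use of a gene's dimmer probe and the test with unequal spreads were chosen after the values were seen, and the tests of the other names were planned.

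The cow member of the Tnfrsf23 group was at 0.174 ± 0.028 (SD, n = 5) at C2 as a ratio over NC1, by its brighter probe. The paper's value is about 3.6 in Fig. 4, read by eye. The difference remained under every alternative set before the data were examined. The ratio was 0.160 with 75th percentile scaling, 0.172 with quantile normalization, 0.274 with normexp background correction, 0.174 from the deposited table and 0.780 with the mean over the gene's probes, and lay between 0.164 and 0.190 with each array left out in turn. With the gene's dimmer probe, an alternative chosen after seeing the values, the ratio was 3.63 ± 1.59 (SD, n = 5) at C2 and 0.975 ± 0.177 (SD, n = 6) at C1, and the former falls within the paper's.

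The paper states that the transcript of Sparc increased between NC1 and C2 in the cow. The cow accession of its group is that of SPARCL1, which changed by -2.17. The probe named SPARC rose by 0.80 and did not pass the threshold (adjusted p = 0.0125, with a range over the alternatives from 0.00405 to 0.0482). It passed with normexp background correction, with the trend and robust options and with array weights, and without NC1 replicate 5, C2 replicate 2 or C2 replicate 3.

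In the paper, Pde5a and Pde7a decreased and a gene named as Pdea4 increased during maturation. The valid PDE5A probe rose by 6.04 over C1, PDE7A changed by -0.03 and PDE4A by -0.13, none of the last 2 past the threshold under any setting run. The cow members of the groups given by the paper were PDE2A and PDE7B, which fell, and PDE9A, which rose.

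The paper names Sgms1, Stx1a and Cnih2 as regulated in the cow. The group members SAMD8, STX11 and CNIH3 changed as the paper states. The probe named SGMS1 did not pass the threshold, except with 75th percentile scaling and array weights and without C2 replicate 2 for both comparisons, with quantile normalization for C1, and with normexp background correction and without NC1 replicate 3 for NC1. The valid probe named STX1A and the probe named CNIH2 did not pass it under any setting run.

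By the paper's QPCR, TRIB1 was higher at C1 than at NC1, with a ratio of the paper's of 2.26, and on the arrays the ratio was 0.445 ± 0.295 (SD, n = 6). The paper's own array value for the same ratio is 0.445.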

Other observations

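The tests of scan day, slide and repeated hybridisation for the C2 pairs and of leukocytes for the probes lower at C2 were chosen after the result was seen, as were the choice of TRIB2 and TRIB3 among the genes described. The other tests were planned.

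The C2 arrays fell into pairs. The SD of the log2 difference over the valid probes was 0.442 between C2 replicates 1 and 5 and 0.512 between C2 replicates 3 and 4, and between 1.05 and 1.27 for the other pairs of C2 arrays. Pairs of NC1 arrays lay between 0.431 and 0.692 and pairs of C1 arrays between 0.453 and 0.754. Slide is argued against, as the arrays of a pair shared a slide in 0 cases. Scan day alone is argued against, as arrays of the same day differed by up to 1.25, more than some arrays of different days, although the arrays of each pair were scanned on the same day. For C2 replicates 3 and 4, 1 library hybridised again is not needed to give such a distance. Of the 30 pairs of NC1 or C1 arrays, from different animals, 7 were closer. C2 replicates 1 and 5, at 0.442, were closer than every C1 pair, and the closest NC1 pair was at 0.431. For them the distances decide little. The red blood cell, endothelium and oocyte genes did not part the arrays more than random lists of the same size, with a range over the C2 arrays at percentile 61.65, 94.16 and 63.35, which does not exclude a part of these cells. The mean of the endothelium genes was highest on replicates 1 and 5, with -0.81 and -0.47. The leukocyte genes had a range of 3.49 (percentile 100) and the theca and stroma genes one of 1.86 (percentile 99.79). A different share of these cells is therefore a candidate explanation. The theca and stroma genes had means of 4.74 and 4.36 on replicates 1 and 5 and of 2.89 to 2.94 on the 3 other C2 arrays. The leukocyte genes were lowest on replicate 2, with -1.15. Their means were 1.85 and 2.34 on replicates 1 and 5 and 1.40 and 1.45 on replicates 3 and 4. They thus parted the pairs as well, but by less than they set replicate 2 apart. Cell division genes had the widest range, 3.75, with means of 0.76 and 1.16 on replicates 1 and 5 and of 3.40 to 4.51 on the others, beside 4.09 to 4.71 on the NC1 and C1 arrays. Ranges of the immediate early, cholesterol synthesis, steroid synthesis, cumulus expansion and ribosomal protein genes were also above the 95th percentile of random lists, and that of the heat shock genes was at percentile 68.8. A difference between the cows in the time since the start of maturation, or in their response to the hormones, stays open and was not tested.

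Other cells could add to the differences between C2 and C1. The leukocyte genes were higher at C2 than at C1 (camera adjusted p = 0.00286, fry adjusted p = 0.00624, with an estimated correlation 0.629), with a median change of 1.86, in 13 of 13 genes, of which 7 passed the threshold alone. The mean of the list lay between 1.40 and 2.34 on 4 of 5 C2 arrays, above all C1 arrays, but on C2 replicate 2 it was -1.15, within the range of the C1 arrays from -1.44 to -0.06. This is consistent with more leukocytes in 4 of the 5 C2 samples and not in that of replicate 2. Among the most abundant of these genes, C1QA and C1QB rose by 0.57 and 0.53, within their spread, and LAPTM5 rose by 2.74. Other genes of the list rose more, S100A8 by 4.67, CD53 by 3.35 and LCP1 by 3.16, and which of the rises at C2 come from leukocytes stays open. For the probes lower at C2, dilution by leukocytes was tested on the 5 brightest genes of the steroid synthesis list, INHA, INHBA, HSD3B1, FDXR and NR5A2. Of these, INHA and INHBA encode inhibin subunits and not enzymes of steroid synthesis. The 5 genes differed in their change by 2.55, from -1.76 in FDXR (SE 0.60) to 0.79 in HSD3B1 (SE 0.59). Neither change passed the threshold (adjusted p = 0.0251 and 0.303), so that these genes alone do not decide. In the whole list 5 genes fell and 4 rose past the threshold, which argues against an even dilution as the only source of the falls. The red blood cell genes did not differ between C2 and C1 (camera adjusted p = 0.764), but only 3 had a valid probe and they went both ways, with 0.45 in HBG, -0.32 in AHSP and -0.64 in GYPC, so that this decides nothing. The probe of an alpha globin, HBA2 (A_73_115494), which is not in the list and was looked up after the values were seen, changed by -4.01 at C2 against C1 (SE 0.646, adjusted p = 7.48e-05), and a different share of red blood cells stays open. As lists, the genes of the endothelium (0.813) and of theca and stroma (0.818) did not differ either, but their genes moved apart. KDR rose by 3.58 (adjusted p = 1.68e-05), ENG by 1.44 (adjusted p = 0.0047), LUM by 3.79 (adjusted p = 5.41e-06) and COL1A1 by 1.15 (adjusted p = 0.0014), while TEK changed by -0.78 and INSL3, the marker of theca with the highest signal, by -0.78, both short of the threshold. The median change was -0.06 and -0.25 where the mean was 0.55 and 0.62, and the mean was above all C1 arrays on 4 of 5 C2 arrays for the endothelium and on 2 of 5 for theca and stroma. A part of these cells in the differences stays open. The oocyte genes did not differ by camera (adjusted p = 0.125) but were lower at C2 by fry (adjusted p = 0.000364), with a median change of -0.77 in 6 genes and a mean below all C1 arrays on 4 of 5 C2 arrays. CPEB1 changed by -2.96 and passed the threshold, and the others did not, so that a part of oocyte RNA in the falls stays open too. COL1A1 is in the theca and stroma list, FSHR and HSD17B1 are in the steroid synthesis list, TNFAIP6 is in the cumulus expansion list, and HMGCS1 of the cholesterol synthesis list is in the vertebrate list of the paper.

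TRIB1 and KLF9 were lower at C1 than at NC1, by -1.23 and -1.70, the former within its spread and the latter past the threshold with array weights and in a fit of only the 2 groups. Immediate early genes can respond to handling of the tissue, and a difference in handling is a candidate explanation. The age of the animals, which differed in the same way, stays open. The 24 immediate early genes were lower at C1 than at NC1 (camera adjusted p = 0.0078), with a median change of -0.22, 16 of them lower, and with a mean below all NC1 arrays on 4 of 6 C1 arrays. The call did not hold in fry (adjusted p = 0.427) or with an estimated correlation, nor with normexp background correction, where the adjusted p was 0.183, or with no filter, where it was 0.286, the highest over the alternatives.

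Between C2 and C1, the cumulus expansion genes were higher (camera adjusted p = 0.009, median change 2.03, 8 of 11 genes), as were the cholesterol synthesis genes (0.00525, 0.77, 15 of 17 genes). Cell division genes (0.00134, -1.91, 20 of 22 genes lower) and ribosomal protein genes (0.0218, -0.21, 30 of 32 genes lower) were lower. The mean of the list lay beyond all C1 arrays on 5 of 5 C2 arrays for cumulus expansion, on 4 of 5 for cholesterol synthesis and on 3 of 5 for cell division and for ribosomal protein genes. The fall of the cell division genes came mainly from C2 replicates 1 and 5, while replicates 3 and 4, with means of 4.27 and 4.51, lay within the range of the NC1 and C1 arrays. Steroid synthesis genes (0.287), heat shock genes (0.813) and immediate early genes (0.0755) did not differ by camera, while fry gave an adjusted p of 0.000882 for the steroid synthesis genes, which it placed lower. The mean of the steroid synthesis genes lay below all C1 arrays on 5 of 5 C2 arrays, although 7 of the 16 genes were higher. The genes that fell past the threshold included INHBB with -1.60 and FSHR with -3.55, which do not encode enzymes of steroid synthesis. By camera the immediate early genes passed the threshold with no filter (adjusted p = 0.0293) and with slide as a block (adjusted p = 0.0499). Between C2 and NC1, the oocyte (0.0078), immediate early (0.0078) and cell division (0.000906) genes were lower and the cumulus expansion genes (0.0102) were higher, with means beyond all NC1 arrays on 5 of 5 C2 arrays for the oocyte and cumulus expansion genes, on 4 of 5 for the immediate early genes and on 3 of 5 for cell division. Between C1 and NC1, the oocyte (0.00252), leukocyte (0.000522), heat shock (0.00476) and cholesterol synthesis (0.00215) genes were lower, beside the immediate early genes, with means below all NC1 arrays on 5, 4, 5 and 3 of the 6 C1 arrays. In fry, the calls of the leukocyte, cumulus expansion, cholesterol synthesis and cell division genes between C2 and C1 held, as did all 4 between C2 and NC1 and that of the oocyte genes between C1 and NC1, and no other. With an estimated correlation no call held, and the lowest adjusted p was 0.154. Median and mean of a list differed in sign for theca and stroma (-0.10 and 0.31) and heat shock genes (0.16 and -0.26) between C2 and NC1 and for cumulus expansion genes (-0.04 and 0.02) between C1 and NC1. The direction given by camera differed from both for the endothelium between C2 and NC1 and for cell division between C1 and NC1, and none of these tests was past the threshold.

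Beside TM4SF1, the largest rises at C2 over C1 were those of STAT4 with 7.18, CAV1 with 6.91, CLDN11 with 6.80 and NID2 with 6.76. Beside IHH, the largest falls were those of ACTA1 with -9.64, DPP6 with -6.97, ECRG4 with -6.78 and HSD17B1 with -6.46. Over NC1, AHSG rose by 7.02. Between C1 and NC1, EIF4E1B (A_73_112004) changed by -1.77 (SE 0.21, adjusted p = 0.00166) and ZCCHC2 (A_73_101820) by -1.35 (SE 0.21, adjusted p = 0.00649). The call of EIF4E1B held with each array left out and was lost with the replicate block. That of ZCCHC2 was lost with any of 11 arrays left out, with an adjusted p of up to 0.0297, and with 75th percentile scaling, normexp background correction (-0.996), the replicate and slide blocks and the close C2 replicates averaged. These genes, with the 5 named elsewhere, follow the rule for named genes, and their 2 groups did not overlap. Of the named probes past the threshold, 2350 of 3265 did not overlap between C2 and C1, 2295 of 3264 between C2 and NC1 and 7 of 7 between C1 and NC1.

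TRIB2 and TRIB3, of the family of TRIB1, were chosen after their values were seen. TRIB2 (A_73_116099) changed by -3.38 against C1 (SE 0.43, adjusted p = 5.47e-06) and by -2.97 against NC1, and its other valid probe by -4.21 and -3.69. TRIB3 (A_73_111514) rose by 2.96 over C1 (adjusted p = 4.83e-06) and by 1.44 over NC1 (adjusted p = 0.00442), and the latter lost the threshold without NC1 replicate 1 or 3 or C2 replicate 3 or 4, with an adjusted p of up to 0.0152, and with 75th percentile scaling (1.296), array weights (1.15), a fit of only the 2 groups, the slide block and the close C2 replicates averaged.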
